# Uterine epithelial Gp130 orchestrates hormone response and epithelial remodeling for successful embryo attachment in mice

**DOI:** 10.1038/s41598-023-27859-y

**Published:** 2023-01-16

**Authors:** Takafumi Namiki, Jumpei Terakawa, Harumi Karakama, Michiko Noguchi, Hironobu Murakami, Yoshinori Hasegawa, Osamu Ohara, Takiko Daikoku, Junya Ito, Naomi Kashiwazaki

**Keywords:** Cell biology, Molecular medicine, Reproductive biology

## Abstract

Leukemia inhibitory factor (LIF) receptor, an interleukin 6 cytokine family signal transducer (Il6st, also known as Gp130) that is expressed in the uterine epithelium and stroma, has been recognized to play an essential role in embryo implantation. However, the molecular mechanism underlying Gp130-mediated LIF signaling in the uterine epithelium during embryo implantation has not been elucidated. In this study, we generated mice with uterine epithelium specific deletion of Gp130 (*Gp130* ecKO). *Gp130* ecKO females were infertile due to the failure of embryo attachment and decidualization. Histomorphological observation revealed that the endometrial shape and embryo position from *Gp130* ecKO were comparable to those of the control, and uterine epithelial cell proliferation, whose attenuation is essential for embryo implantation, was controlled in *Gp130* ecKO. Comprehensive gene expression analysis using RNA-seq indicates that epithelial Gp130 regulates the expression of estrogen- and progesterone-responsive genes in conjunction with immune response during embryo implantation. We also found that an epithelial remodeling factor, snail family transcriptional repressor 1 (Snai1), was markedly reduced in the pre-implantation uterus from *Gp130* ecKO. These results suggest that not only the suppression of uterine epithelial cell proliferation, but also Gp130-mediated epithelial remodeling is required for successful implantation in mice.

## Introduction

In mammals, embryo implantation is the first contact between mother and fetus^1^. Failure of implantation causes infertility, which is associated with abnormal endometrial receptivity^2^. During pregnancy, endometrial cells (including luminal epithelium, glandular epithelium, and stromal cells) cross-talk and undergo drastic morphological and/or functional changes^1^. These changes in the endometrium are tightly regulated by two steroid hormones, progesterone (P4) and 17β-estradiol (E2), which are produced mainly by the ovaries^3^. Both of these hormones act via their respective receptors and regulate their downstream target genes, leading to successful pregnancy^4^.

In mice, embryo implantation usually occurs at day 4 midnight of pregnancy (where day 1 is defined as the day when the vaginal plug is confirmed.) and is regulated by P4 and E2^3^. Implantation is a sequential process that includes embryo hatching, apposition, attachment, and invasion^2^. The shape of the uterine lumen changes from a jagged circular to a slit-like structure during peri-implantation, and the embryos are located on the anti-mesometrial side of the lumen, where the implantation chamber (also called the crypt) is formed^2^. A transient nidatory surge of E2 induces embryo attachment through leukemia inhibitory factor (LIF) signaling in concomitant with luteal-derived P4 action^1^. *Lif*-deficient females exhibit infertility due to the failure of embryo attachment^5^. While *Lif*-deficient mice are unable to support embryo implantation, their blastocysts implant normally when transplanted to pseudo-pregnant recipients^5^. It is widely accepted that LIF expression is facilitated by nidatory E2 in the glandular epithelium and that secreted LIF binds to its receptor, which is composed of LIF receptor (LIFR) and interleukin 6 cytokine family signal transducer (Il6st, also known as glycoprotein 130: Gp130), expressed in the luminal epithelium^6^. Ligand receptor complexes subsequently induce the phosphorylation of signal transducer and activator of transcription 3 (STAT3) and also activate target genes such as heparin-binding epidermal growth factor (EGF)-like growth factor (HB-EGF), which is essential for the recognition of the embryo via epidermal growth factor receptor receptor (EGFR/ErbB)^7^.

Although the detailed mechanism underlying LIF signaling is not fully understood, previous reports using tissue-specific gene knockout mice have demonstrated that a defect in LIF-mediated signaling is potentially the cause of embryo implantation failure (Supplementary Table 1). Uterine (whole uterus)-specific *Stat3*-deficient females derived by *Pgr*^*Cre*^ show implantation failure because of excessive estrogen responses, which preclude uterine remodeling to the receptive state for implantation^8,9^. Another recent study showed that uterine epithelial-specific *Lifr*-deficient females also exhibit a severely greater frequency of embryo implantation failure with no phosphorylation of STAT3, whereas stromal-specific *Lifr*-deficient females show no obvious phenotypes^10^. As for Gp130, uterine-specific gene knockout females exhibited infertility due to increased estrogen responsiveness and decreased progesterone responsiveness, leading to abnormally sustained luminal epithelial proliferation at the moment of embryo implantation^8^.

As mentioned above, LIF should bind to Gp130/LIFR heterodimer on the luminal epithelium; however, co-localization of Gp130 and LIFR is limited in the epithelium during embryo implantation^6^. The expression of *Lifr* is detected in both luminal and glandular epithelium before embryo implantation, but that of *Gp130* is dominantly detected in the glandular epithelium^8,11,12^. *Lif*, *Lifr*, and *Gp130* are all detectable in the uterine stroma during embryo implantation^6,11,12^, suggesting that stromal Gp130 might also be important. Moreover, Gp130 as a homodimer can bind other interleukin 6 (IL6) family cytokines such as IL-6 and IL-11, which are expressed in the uterus during early pregnancy^13,14^. Hence, although uterine-specific *Gp130*-deficient females show infertility, the role of epithelial Gp130 on embryo implantation has yet to be determined.

The aim of the present study was to clarify Gp130-mediated LIF signaling in the uterine epithelium. We confirmed that *Gp130* was dominantly expressed in the glandular epithelium, but not in the luminal epithelium, during embryo implantation. Nevertheless, uterine epithelial-specific *Gp130*-deficient (*Gp130* ecKO) females, driven by lactoferrin (*Ltf*)-iCre^15^, showed embryonic implantation failure. Epithelial cell proliferation and crypt formation were correctly regulated in *Gp130* ecKO, suggesting that, contrary to a previous report, the cause of infertility is distinct from uterine-specific *Gp130* knockout^8^. We also found that uterine epithelial remodeling toward embryo implantation was disrupted in *Gp130* ecKO. Thus, our results indicate that embryo implantation requires substantial changes in the properties of the uterine epithelium by Gp130-mediated signaling.

## Results

### Localization of Gp130 in the endometrium during early pregnancy

We initially examined the expression and localization of *Gp130* by in situ hybridization (ISH). The expression of *Gp130* was low in day 1 uterine tissues after ovulation (Fig. 1). *Gp130* mRNA was increased in the glandular epithelium, but not in the luminal epithelium, on day 4 of pregnancy just before embryo attachment (Fig. 1). On day 5, just after embryo attachment, *Gp130* mRNA was expressed in glandular epithelial cells located on the edge and was slightly positive in the subepithelial stromal cells (Fig. 1). Differentiating stromal cells strongly expressed *Gp130* mRNA at day 8 (Fig. 1), and decidualized stromal cells located on the maternal border in the placenta subsequently sustained *Gp130* mRNA at day10 (Supplemental Fig. 1).

**Figure 1:**
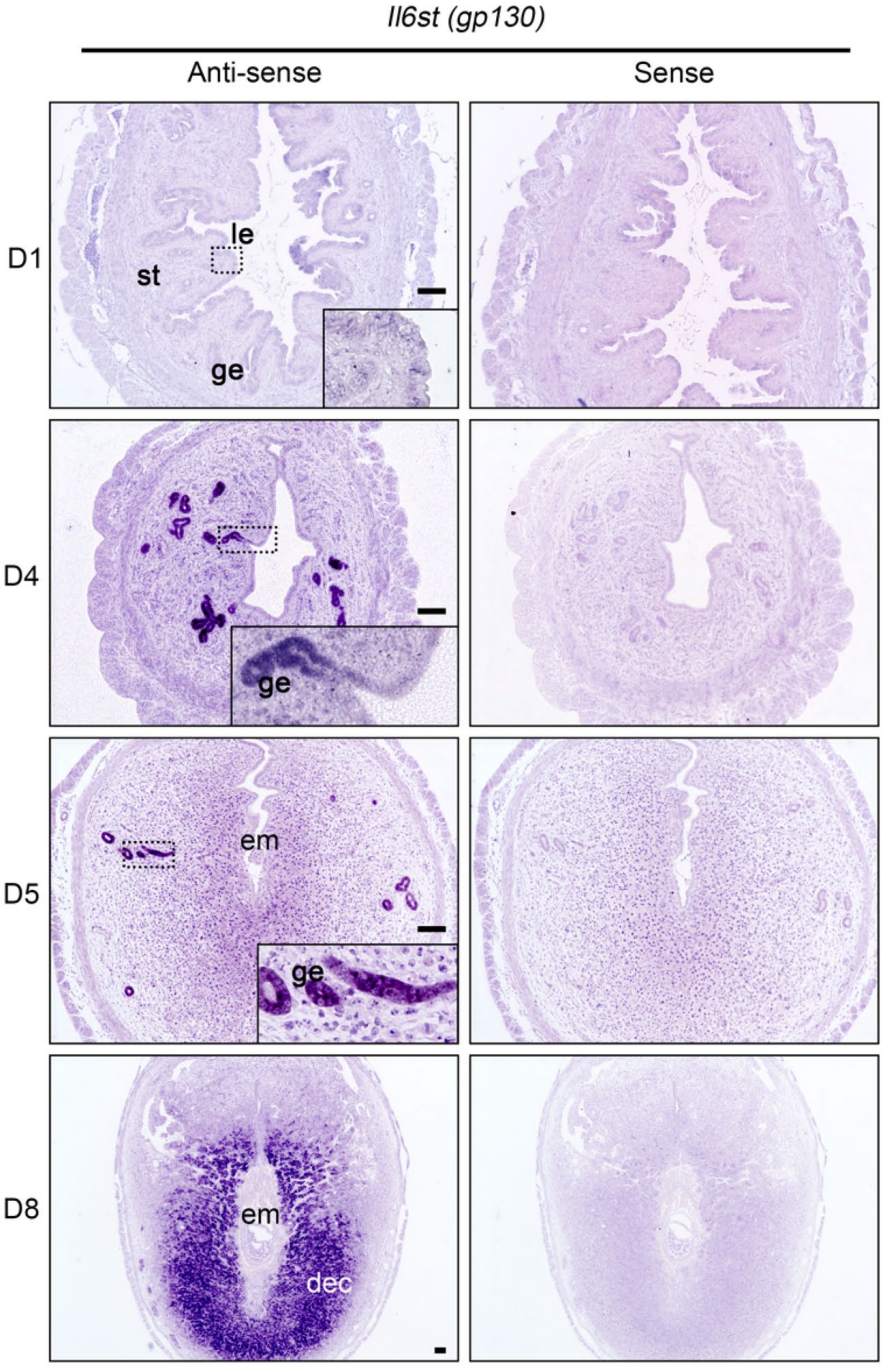
Spatiotemporal expression of *Il6st* (*Gp130*) mRNA in the mouse uterus during early pregnancy. Signals (dark purple) are detected by an anti-sense probe (left). The sense probe (right) shows the background signal. *Gp130* mRNA, which was almost undetectable at day 1 of pregnancy (D1), is expressed in the glandular epithelium (ge), but not in the luminal epithelium (le), before embryo implantation (D4), and subsequently is expressed in differentiating stromal cells and decidual cells (D5 and D8). Scale bar, 100 µm. *le* luminal epithelium, *ge* glandular epithelium, *st* stroma, *em* embryo, *dec* decidua.

### Uterine epithelial-specific Gp130 deletion leads to infertility due to embryo attachment failure

To assess whether the deletion of Gp130 in the uterine epithelium affects pregnancy outcome in mice, we crossed the control and *Gp130* ecKO females with sexually mature wildtype males to confirm their fertility. Although vaginal plugs were found in all individuals from both the control and *Gp130* ecKO (Fig. 2a), *Gp130* ecKO females were unable to produce any pups, whereas the average number of pups delivered in the control was 7.2 ± 0.6 (Fig. 2a). In *Gp130* ecKO mice, no implantation site was observed at day 5 (Fig. 2b), and hatched and expanded blastocysts were recovered from the uterine horns (Fig. 2b).

**Figure 2:**
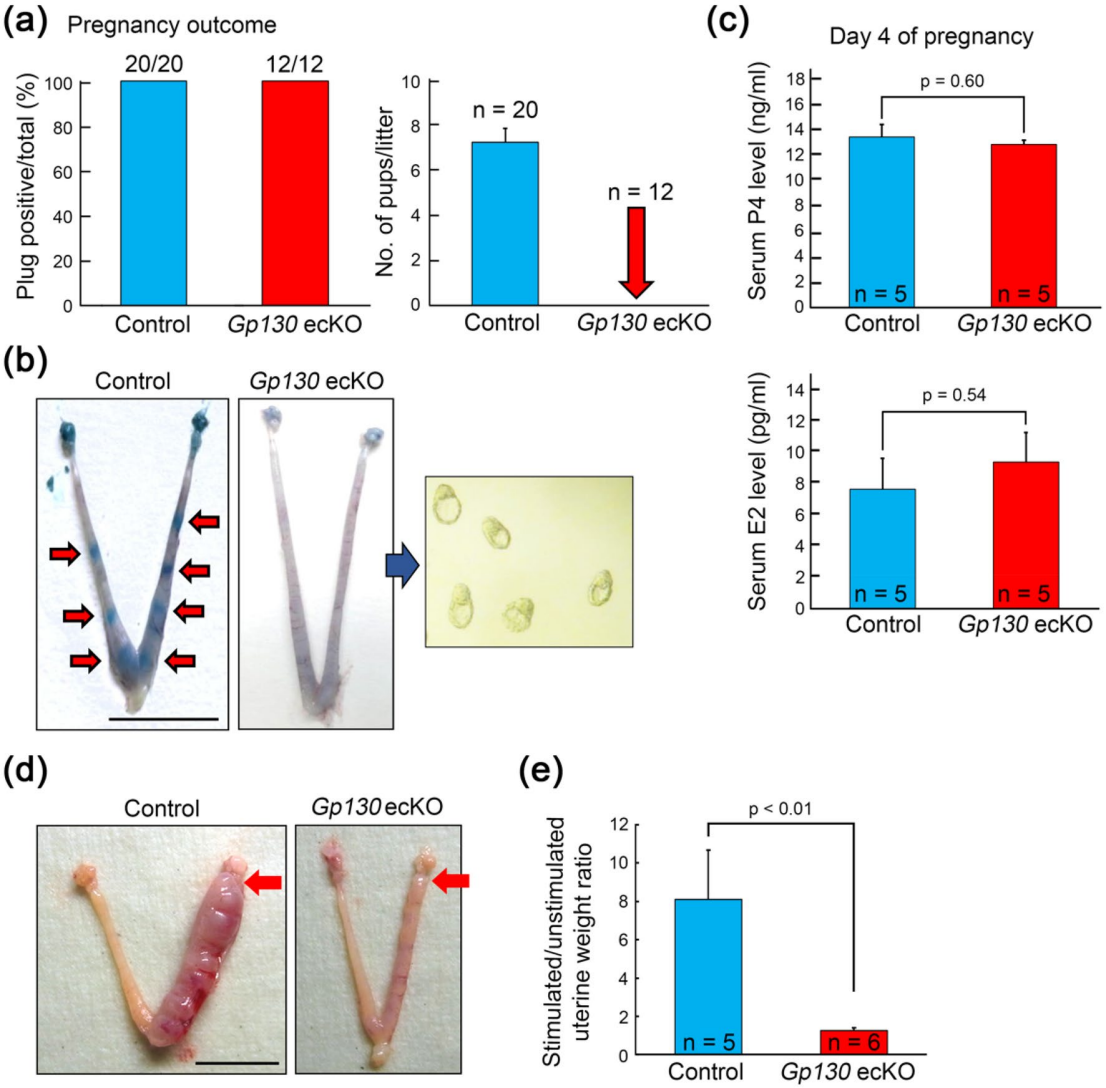
Uterine epithelial-specific deletion of *Gp130* confers female infertility. (**a**) Pregnancy outcomes in the control and epithelial-specific deletion of *Gp130* (*Gp130* ecKO) females. *Gp130* ecKO females are completely infertile even though they all mated with a wildtype male. (**b**) Representative uteri from control and *Gp130* ecKO females on D5. Implantation sites (red arrows), which are visualized by a blue dye injection in the control, are not seen in *Gp130* ecKO. Unimplanted blastocysts were recovered from *Gp130* ecKO uteri. (**c**) Serum levels of progesterone (P4) and 17β-estradiol (E2) at D4. (**d**) Representative pictures showing the gross morphology of artificial decidualization (4 days after oil injection) from control and *Gp130* ecKO. Red arrow indicates the site of sesame oil injection. (**e**) The ratio between the wet weight of the oil-injected (stimulated) horn and that of the unstimulated horn was calculated. Scale bar, 1 cm.

We measured the serum levels of P4 and E2 and found that they were comparable between the control and *Gp130* ecKO at day 4 of pregnancy (Fig. 2c). The control females formed deciduoma after artificial decidualization, but the reaction was absent in *Gp130* ecKO (Fig. 2d,e).

Histological observation of day 4 uterine tissues showed that both the control and *Gp130* ecKO exhibited slit-like structures, which are characteristic of the uterus before embryo attachment (Fig. 3a). The uterine area was comparable between the control and *Gp130* ecKO (Supplementary Fig. 2). Blastocysts were placed in the antimesometrial side of the crypt in *Gp130* ecKO as well as in the control (Fig. 3a,b), meaning that the implantation chamber was correctly formed in *Gp130* ecKO. In a previous study, mice genetically deficient in whole uterine Gp130 showed embryo implantation failure, and the cause of their infertility was found to be the loss of control over endometrial epithelial cell proliferation due to increased E2 reactivity^8^. Therefore, we checked whether epithelial cell proliferation had ceased by day 4 in *Gp130* ecKO by immunostaining the MKI67 (Fig. 3c). Epithelial cell proliferation was observed at day 1 but was suspended at day 4 in both the control and *Gp130* ecKO (Fig. 3c and Supplementary Fig. 3). LIF administration induced the phosphorylation of STAT3 (pSTAT3) in the pre-receptive uterine epithelium^16^. pSTAT3 was observed in the nuclei of the uterine epithelium in the control at day 4, but no pSTAT3 was observed in *Gp130* ecKO (Fig. 3d).

**Figure 3:**
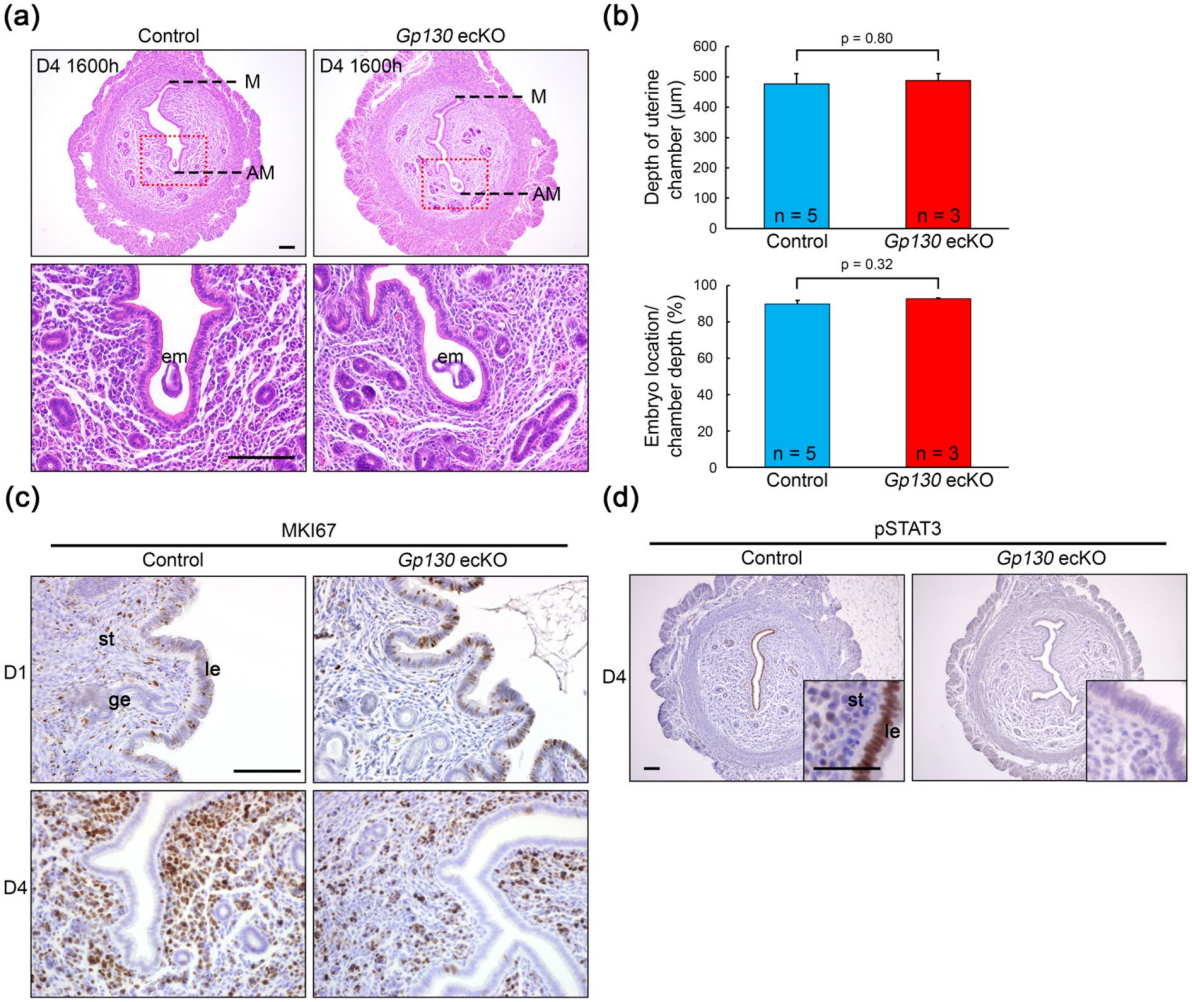
Histological and histochemical characterization in *Gp130* ecKO uterus before embryo implantation. (**a**) Representative images of uterine cross section of pre-implantation site on D4 (1600 h) from control and *Gp130* ecKO. The depth of the uterine chamber (M-AM distance) is comparable between control and *Gp130* ecKO (**b**, upper panel), and embryos are located in the deep antimesometrial side of the uterine chamber in both groups (**b**, lower panel). (**c**) Cell proliferation status detected by immunostaining of MKI67 at D1 (1000 h) and D4 (1600 h). (**d**) Immunostaining of phosphorylated STAT3 (pSTAT3) in pre-implantation uterus (D4, 1600 h). pSTAT3 is not detectable in the uterine epithelium from *Gp130* ecKO. Scale bar, 100 µm (**a**,**c**, and **d** with lower magnification) and 50 µm (**d** with higher magnification). *le* luminal epithelium, *ge* glandular epithelium, *st* stroma, *em* embryo, *M* mesometrial side, *AM* antimesometrial side.

### Loss of uterine epithelial Gp130 results in abnormal expression of hormonal responsive factors

To investigate the molecular mechanism underlying embryo attachment failure in *Gp130* ecKO, we conducted a comprehensive gene expression analysis on day 4 uteri of the control and *Gp130* ecKO by RNA-seq. 

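RNA from whole uteri of 3 control and 3 *Gp130* ecKO females, collected at 1600 h on day 4 of pregnancy, was sequenced from strand-specific poly(A) libraries as single reads of 75 bp. The *Gp130* ecKO females carried the *Ltf*-iCre allele and floxed *Gp130*. The deposited labels call the control females wildtype, and the paper describes control females as either floxed without iCre or wildtype. The authors trimmed the reads with fastp, removed ribosomal RNA reads with SortMeRNA, mapped the rest to GRCm39 with STAR and estimated the count of each gene with RSEM, which divides a read that fits several genes between them. The deposited expected counts covered 56748 genes per uterus and were not normalized. They summed to 25338037, 25906443 and 13960748 in controls 1, 2 and 3, with a median of 25338037, and to 22930513, 25550809 and 25029085 in *Gp130* ecKO 1, 2 and 3, with a median of 25029085. Control 3 therefore gave the least precise values for weakly expressed genes. The expected counts were rounded to whole numbers, scaled with the TMM method of edgeR and tested with its quasi-likelihood F test, with Benjamini-Hochberg adjustment over the 16605 genes kept by edgeR's filter on low counts. Single values are given as CPM, edgeR's count relative to the TMM-scaled library size, with the SD over the uteri of a group.
*Gp130*, listed under its symbol *Il6st* and identifier ENSMUSG00000021756, lies on chromosome 13 of GRCm39 from 112600604 to 112646620. Its CPM was 631, 678 and 452 in controls 1, 2 and 3, and 388, 349.8 and 362 in *Gp130* ecKO 1, 2 and 3. Every *Gp130* ecKO uterus was below every control uterus, in RNA that also contained stroma and muscle. The log2 fold change was −0.68 (standard error 0.21, adjusted p = 0.120 from edgeR's quasi-likelihood test), and it was −0.72 with *Gp130* ecKO 1 left out. Over the 18 alternatives the adjusted p ranged from 0.0346, with DESeq2, to 0.3001. An exact permutation test of 3 uteri against 3 cannot give a two-sided p below 0.1, which is what it gave for *Il6st*.
In a multidimensional scaling of the 6 uteri, controls 1 and 3 lay at 2.09 and 2.08 on the first dimension and the *Gp130* ecKO uteri between −1.47 and −1.32. Control 2 lay at 0.03, between the groups. Across genes within these libraries, log2 CPM of control 2 correlated with *Gp130* ecKO 2 at r = 0.959 and with control 1 at r = 0.949, where genes are not independent replicates.

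**Figure D1:**
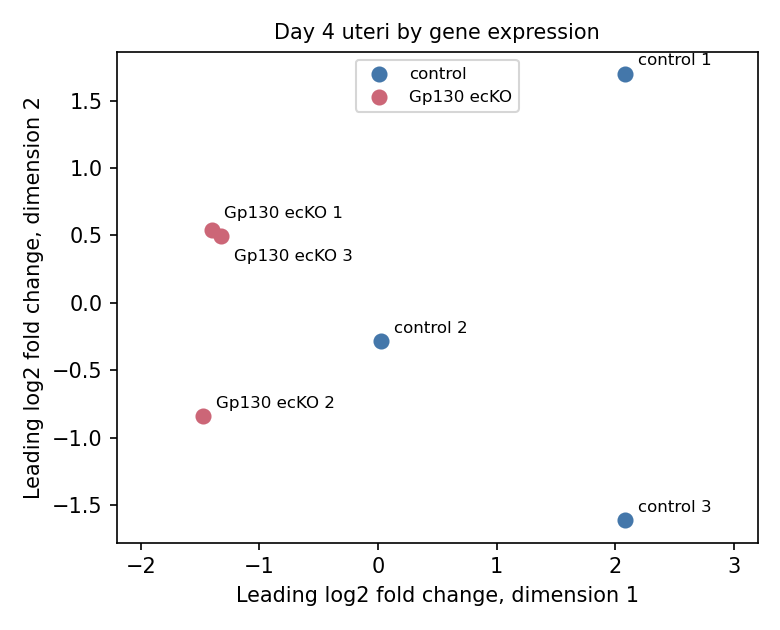
Multidimensional scaling of the 3 control and 3 *Gp130* ecKO uteri on the expression of the tested genes. Both axes are leading log2 fold changes, and each point is 1 uterus. Control 2 lies at 0.03 on the first dimension, between the other controls and the *Gp130* ecKO uteri.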

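With an FDR below 0.05 and a change of more than 2-fold, the quasi-likelihood test called 26 of the 16605 tested genes, 21 higher and 5 lower in *Gp130* ecKO than in the control. All 26 are listed in Supplementary Table 2. At an unadjusted p below 0.05 there were 4151 genes. DESeq2 in place of the quasi-likelihood test called the most genes, 1546, of which 733 were higher and 813 lower. The number also depended on single uteri. It was 897 without control 2, 6 without *Gp130* ecKO 1, and between 1 and 3 without any 1 of the other uteri. Of the 484 genes of Supplementary Table 2, 443 were tested, and all 443 changed in the direction the table gives. In 412 of the 484, the CPM of the 2 groups did not overlap. Among all tested genes this held for 31.3%, where chance gives 10%. Adjusted over the list alone, 417 of the 443 had a p below 0.05, which is not independent evidence because the list was drawn from these uteri.
Among the called genes, *Apobec2* (ENSMUSG00000040694, chromosome 17, 48726257 to 48739958) rose from 0.114 ± 0.044 CPM (SD, n = 3) in the control to 8.85 ± 3.87 CPM (SD, n = 3) in *Gp130* ecKO, a log2 fold change of 6.13 (standard error 0.55, adjusted p = 0.0206 from edgeR). *Klk10* rose from 0.302 to 7.15 CPM. *Tspo2* had at most 3 counts in each control uterus and was at least 14.2-fold higher in *Gp130* ecKO. *Cldn22* and *Gm2436* had 0 counts in all control uteri and means of 6.80 and 7.29 CPM in *Gp130* ecKO. Every stretch of 75 bases in *Gm2436* also occurs in other genes on its strand, and every one in *Cldn22* also occurs in *Wwc2* on the opposite strand. *Bcl3* (ENSMUSG00000053175, chromosome 7, 19541553 to 19557570) fell from 49.5 ± 8.4 CPM (SD, n = 3) to 3.82 ± 1.62 CPM (SD, n = 3), a log2 fold change of −3.69 (standard error 0.37, adjusted p = 0.0334 from edgeR). *Mcub* fell from 25.1 to 3.66 CPM and *Myef2* from 96.9 to 24.9 CPM, where 23.0% of the stretches of 75 bases in *Myef2* also occur in other genes on its strand. *Lrrtm2* had at most 3 counts in each *Gp130* ecKO uterus and was at least 54.7-fold lower than in the control, and at least 31.4-fold lower without control 3.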

Differential gene expression analysis between the control and *Gp130* ecKO identified 484 differentially expressed genes (> two-fold change, false discovery rate (FDR) < 0.05, Fig. 4a), in which 338 genes were upregulated and 146 genes were down regulated in *Gp130* ecKO compared to the control (Fig. 4b and Supplementary Table 2). Upregulated genes included estrogen receptor α (*Esr1*) and E2 responsive genes such as lactotransferrin (*Ltf*)^17^ and insulin receptor substrate 1 (*Irs1*)^18^. On the other hand, down regulated genes in *Gp130* ecKO covered P4-responsive genes, including arachidonate 15-lipoxygenase (*Alox15*)^17^ and amphiregulin (*Areg*)^19^, and suppressor of cytokine signaling 3 (*Socs3*), which is stimulated by STAT3-dependent pathway^20^. 

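*Esr1* (ENSMUSG00000019768, chromosome 10, 4561593 to 4955626) had 271 ± 64 CPM (SD, n = 3) in the control and 725 ± 42 CPM (SD, n = 3) in *Gp130* ecKO. Its log2 fold change was 1.42 (standard error 0.23, adjusted p = 0.0548 from edgeR's quasi-likelihood test), and 1.37 without *Gp130* ecKO 1. *Irs1* (ENSMUSG00000055980, chromosome 1, 82210822 to 82269338) had 18.7 ± 8.7 CPM (SD, n = 3) in the control and 129 ± 44 CPM (SD, n = 3) in *Gp130* ecKO, a log2 fold change of 2.79 (standard error 0.43, adjusted p = 0.0548 from edgeR), and 3.03 without *Gp130* ecKO 1. For both genes every *Gp130* ecKO uterus was above every control uterus (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Both passed the FDR threshold with edgeR's exact test, with DESeq2 and without control 2.
*Ltf* (ENSMUSG00000032496, chromosome 9, 110848339 to 110871835), the locus of the iCre allele, had 75.6, 62.7 and 8.27 CPM in controls 1, 2 and 3, and 13.8, 281 and 245 CPM in *Gp130* ecKO 1, 2 and 3. *Gp130* ecKO 1 was below controls 1 and 2, so the groups overlapped. The log2 fold change over all 6 uteri was 1.88 (standard error 1.07, adjusted p = 0.308 from edgeR), and 2.43 without *Gp130* ecKO 1. None of the alternatives set beforehand brought *Ltf* below an FDR of 0.05. It passed in an exact test in which *Gp130* ecKO 1 formed a group of its own, a setting chosen after the values were seen. Of the 11 genes the text names up to *Sgk1*, 10 were tested, and 9 had a p below 0.05 adjusted over the list alone, a list the study drew from these uteri.
A list of 11 E2-responsive genes written before the data were examined had a mean log2 fold change of 0.54, with 6 genes higher (adjusted p = 0.0696 over 18 lists with limma's camera test and a preset correlation). Adjusted over the list alone, 3 genes had a p below 0.05. Without the 3 members that are in Supplementary Table 2 the mean was −0.18. Without *Gp130* ecKO 3 the mean was 0.23, and without control 1 it was 0.89.

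**Figure D2:**
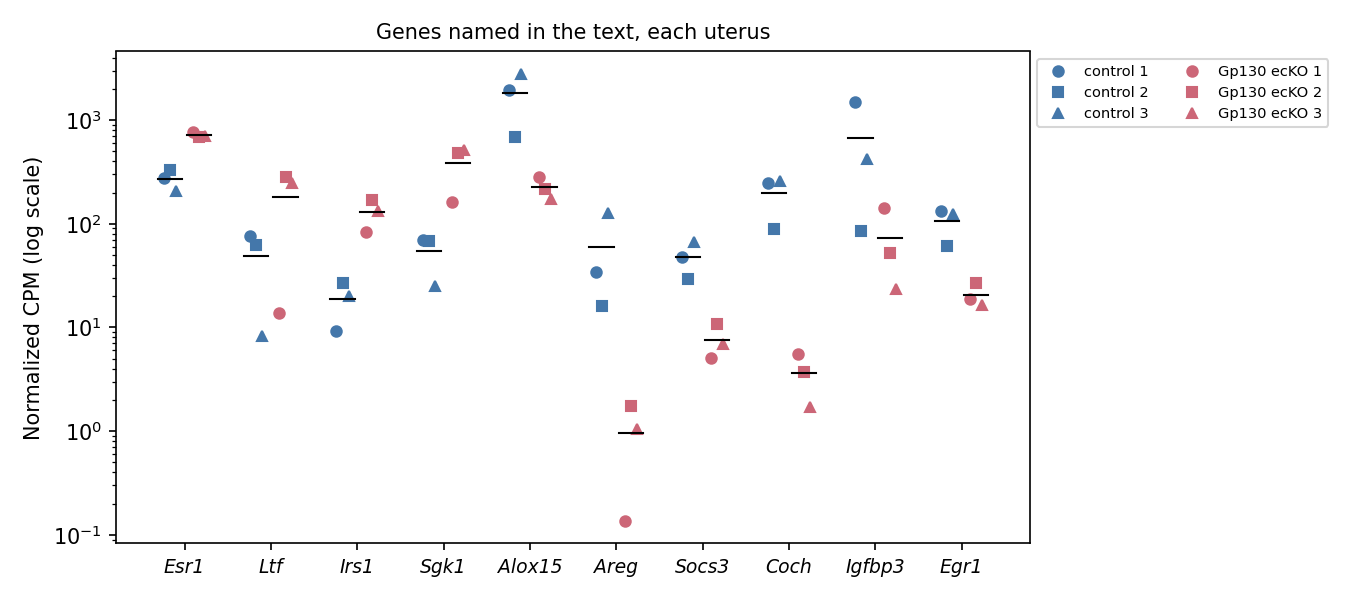
CPM of 10 genes named in the text in each uterus, on a log axis. Each point is 1 uterus, with its replicate number as the symbol, and black lines are group means. The groups overlap for *Ltf*, where *Gp130* ecKO 1 is at 13.8 CPM, and for *Igfbp3*, where control 2 is at 85.4 CPM.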

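*Alox15* (ENSMUSG00000018924, chromosome 11, 70234970 to 70242858) had 1812 ± 1057 CPM (SD, n = 3) in the control and 224 ± 56 CPM (SD, n = 3) in *Gp130* ecKO, a log2 fold change of −3.01 (standard error 0.52, adjusted p = 0.0633 from edgeR's quasi-likelihood test). Control 2 had the lowest value of the control uteri, 690.4 CPM, and *Gp130* ecKO 1 the highest of its group, 283 CPM. *Areg* (ENSMUSG00000029378, chromosome 5, 91287451 to 91296291) had 34.1, 16.1 and 127 CPM in controls 1, 2 and 3, and 0.136, 1.73 and 1.04 CPM in *Gp130* ecKO 1, 2 and 3. Its log2 fold change was −5.89 (standard error 1.03, adjusted p = 0.0635 from edgeR), and −5.39 without *Gp130* ecKO 1. *Socs3* (ENSMUSG00000053113, chromosome 11, 117856905 to 117860898) had 48.1 ± 18.8 CPM (SD, n = 3) in the control and 7.63 ± 2.93 CPM (SD, n = 3) in *Gp130* ecKO, a log2 fold change of −2.65 (standard error 0.39, adjusted p = 0.0548 from edgeR). The 3 genes did not overlap between the groups, with or without *Gp130* ecKO 1, and passed the FDR threshold without control 2.
A list of 15 P4-responsive genes had a mean log2 fold change of −1.27, with 12 genes lower (adjusted p = 0.00495 with limma's camera). The mean was −0.41 without the 3 members of Supplementary Table 2 (adjusted p = 0.170). A list of 15 STAT3 target genes had a mean of −1.62, with 14 genes lower (adjusted p = 4.69e-11 with limma's camera), and −0.81 without the 6 members of Supplementary Table 2 (adjusted p = 0.00663). Adjusted over the list alone, 5 P4-responsive genes and 13 STAT3 target genes had a p below 0.05. Neither list passed an adjusted p of 0.05 in limma's fry test or in camera with an estimated correlation. In its discussion, the paper reasons from the increase of stromal ERα and the decrease of P4-target epithelial genes, *Alox15* and *Areg* among them, to a dysregulation of hormone-responsive factors.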

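Cochlin, encoded by *Coch* (ENSMUSG00000020953, chromosome 12, 51639894 to 51653316), had 199 ± 95 CPM (SD, n = 3) in the control and 3.66 ± 1.93 CPM (SD, n = 3) in *Gp130* ecKO. The log2 fold change was −5.77 (standard error 0.60, adjusted p = 0.0337 from edgeR's quasi-likelihood test), and between −6.18 and −5.39 with each uterus left out in turn. *Coch* passed the FDR threshold without control 2 and did not pass it without any 1 of the other uteri, and over the 18 alternatives its adjusted p ranged from 3.30e-24 to 0.128. *Igfbp3* (ENSMUSG00000020427, chromosome 11, 7156086 to 7164179) had 1496, 85.4 and 418 CPM in controls 1, 2 and 3, and 143, 52.0 and 23.3 CPM in *Gp130* ecKO 1, 2 and 3. *Gp130* ecKO 1 was above control 2, and the groups did not overlap when *Gp130* ecKO 1 was left out. The log2 fold change of *Igfbp3* was −3.20 over all uteri (standard error 1.06, adjusted p = 0.133 from edgeR) and −4.14 without *Gp130* ecKO 1. Without control 1 it was −1.76. edgeR's exact test and DESeq2 placed *Igfbp3* below an FDR of 0.05.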

Notably, genes regulated by LIF, cochlin (*Coch*)^21^ and insulin-like growth factor binding protein 3 (*Igfbp3*)^22^, were significantly down regulated in *Gp130* ecKO. In addition, gene expression associated with uterine receptivity was disrupted in *Gp130* ecKO: epiregulin (*Ereg*, down regulated)^23^, early growth response 1 (*Egr1*, down regulated)^24,25^ and serum/glucocorticoid regulated kinase 1 (*Sgk1*, up-regulated)^26^. 

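*Ereg* (ENSMUSG00000029377, chromosome 5, 91222157 to 91241505) fell under the filter on low counts, so its values come from the fit without a filter. It had 2.10, 0.231 and 7.87 CPM in controls 1, 2 and 3, and at most 3 counts in each *Gp130* ecKO uterus, so it was at least 27.2-fold lower in *Gp130* ecKO, and at least 9.33-fold lower without control 3 (adjusted p = 0.0865 from edgeR's quasi-likelihood test over the 29916 genes with at least 1 count). *Egr1* (ENSMUSG00000038418, chromosome 18, 34992876 to 34998049) had 106 ± 40 CPM (SD, n = 3) in the control and 20.7 ± 5.4 CPM (SD, n = 3) in *Gp130* ecKO, a log2 fold change of −2.36 (standard error 0.34, adjusted p = 0.0548 from edgeR). With each uterus left out in turn it stayed between −2.61 and −2.13. *Sgk1* (ENSMUSG00000019970, chromosome 10, 21758083 to 21875802) had 69.8, 68.5 and 25.1 CPM in controls 1, 2 and 3, and 161, 478 and 518 CPM in *Gp130* ecKO 1, 2 and 3. The log2 fold change was 2.82 (standard error 0.55, adjusted p = 0.0677 from edgeR), and 3.19 without *Gp130* ecKO 1. The groups did not overlap for these 3 genes. edgeR's exact test and DESeq2 placed *Egr1* and *Sgk1* below an FDR of 0.05, and the exact test without a filter placed *Ereg* below it.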

The results of the Gene ontology (GO) analysis revealed that genes related to apical part of cell and apical plasma membrane were enriched in differentially expressed genes (Fig. 4c and Supplementary Fig. 4). 

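Supplementary Fig. 4 draws 29 genes for the apical terms, 19 higher and 10 lower in *Gp130* ecKO. All 29 changed in the drawn direction, and in 25 of them the CPM of the groups did not overlap. Among all tested genes 31.3% did not overlap, where chance gives 10%. The study drew the 29 genes from calls in these uteri, so their direction and separation are not independent evidence. The groups overlapped for *Slc22a4*, *Jag1*, *Slc4a11* and *Atp6v0d2*, and the change of *Atp6v0d2* went from −2.70 to 0.25 when control 1 was left out. Of the 27 genes that passed the filter on low counts, 25 had a p below 0.05 adjusted over the list alone, a list the study drew from these uteri. The genes *Dab1*, *Dsg2* and *Slc7a11* passed an FDR of 0.05 over all tested genes, and 24 of the 29 did with edgeR's exact test and with DESeq2. *Dab1* (ENSMUSG00000028519, chromosome 4) rose from between 12.6 and 13.5 CPM in the control uteri to between 43.9 and 45.3 CPM in the *Gp130* ecKO uteri, a log2 fold change of 1.78 (standard error 0.16, adjusted p = 0.0334 from edgeR's quasi-likelihood test). *Slc7a11* rose from 7.44, 15.7 and 9.00 CPM to 97.2, 131 and 269 CPM (log2 fold change 3.95, adjusted p = 0.0429 from edgeR). Among the lower genes, *Slc26a6* had 129.9, 14.7 and 99.1 CPM in controls 1, 2 and 3, and 2.03, 1.77 and 2.86 CPM in *Gp130* ecKO 1, 2 and 3. Enrichment of the terms themselves was not computed here.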

Pathway analysis showed that differentially expressed genes were associated with several pathways, including phosphatidylinositol 3-kinase/AKT (PI3K-Akt), mitogen-activated protein kinase (MAPK) and E2 signaling (Fig. 4d).

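The pathway lists behind Fig. 4d were not used here. In their place, 6 Reactome gene sets named for PI3K-Akt, MAPK, prolactin and laminin were taken from fgsea v1.28.0, a choice made after the data were examined. The set of PI3K and AKT activation had 70 tested genes and a mean log2 fold change of −0.09, with 33 genes higher (adjusted p = 0.954 over the 6 sets with limma's camera). In the set, 24 genes had an unadjusted p below 0.05, 34.3% of its genes, and 0 passed the FDR threshold. The share was 35.8% in the other PI3K-Akt set and 36.7% in laminin interactions. It was 25% in signalling to ERKs and in prolactin receptor signaling, and 13.3% in ERK and MAPK targets. Of all 16605 tested genes, 4151 had such a p. The set of signalling to ERKs had 36 tested genes and a mean log2 fold change of −0.08 (adjusted p = 0.954). The set of ERK and MAPK targets had 15 and a mean of −0.25 (adjusted p = 0.954 with camera and 0.0379 with fry). A test of a common direction does not register a set whose members change in both directions. The set of prolactin receptor signaling had 12 tested genes, 10 of them higher, with a mean log2 fold change of 0.49 (adjusted p = 0.0140 with camera and 0.00823 with fry). The set of laminin interactions had 30 tested genes, 9 of them higher, with a mean of −0.32 (adjusted p = 0.0590 with camera).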

**Figure 4:**
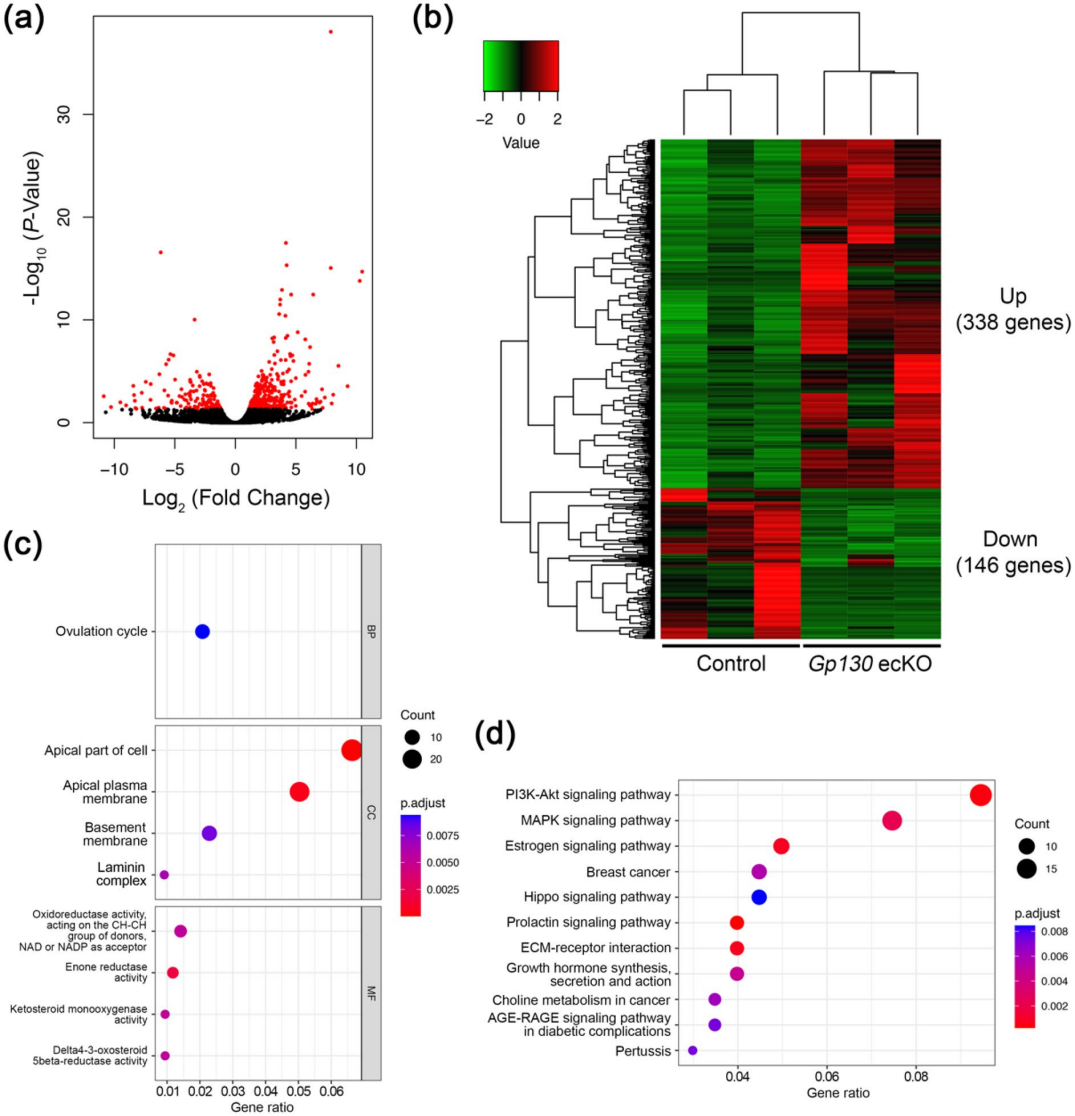
Comprehensive gene expression analysis between control and *Gp130* ecKO uteri before embryo implantation. (**a**) Volcano plot displaying differentially expressed genes whose expression levels were altered by a two-fold increase or decrease in *Gp130* ecKO compared to the control (marked in red, FDR < 0.05). (**b**) Heatmap of differentially expressed genes. 338 genes are upregulated and 146 genes are down regulated in *Gp130* ecKO. Heatmap was generated by the gplots v3.1.3 package in R v4.2.1 (URL https://www.R-project.org/). (**c**) Systematic characteristics of differentially expressed genes in *Gp130* ecKO uteri compared to the control by GO analysis. *BP* biological process, *CC* cellular component, *MF* molecular function. (**d**) Selected significant pathway altered in *Gp130* ecKO uteri.

In immunohistochemistry (IHC) on day 4 uterine tissues, we confirmed that estrogen receptor α (ERα)-positive cells were increased in the subepithelial stroma, but not in epithelial cells, in *Gp130* ecKO (Fig. 5a). Progesterone receptor (PGR) expression was comparable between control and *Gp130* ecKO (Fig. 5a); however, ALOX15, a known downstream target of the PGR, was significantly decreased in the uterine epithelium in *Gp130* ecKO compared to the control (Fig. 5a). We further confirmed that *Socs3*, which mediates negative feedback regulation by associating with phosphorylated Y759 of Gp130^27^, was markedly reduced in stromal cells by ISH (Fig. 5b). Since SOCS3 acts as an inhibitory factor for granulocyte colony-stimulating factor (G-CSF), a growth factor for neutrophils^28^, its downregulation in the whole endometrium may lead to excessive immune responses. We counted the macrophages by staining of F4/80 and found that F4/80-positive cells were significantly increased in *Gp130* ecKO (P = 0.002) compared to the control (Fig. 5c,d).

**Figure 5:**
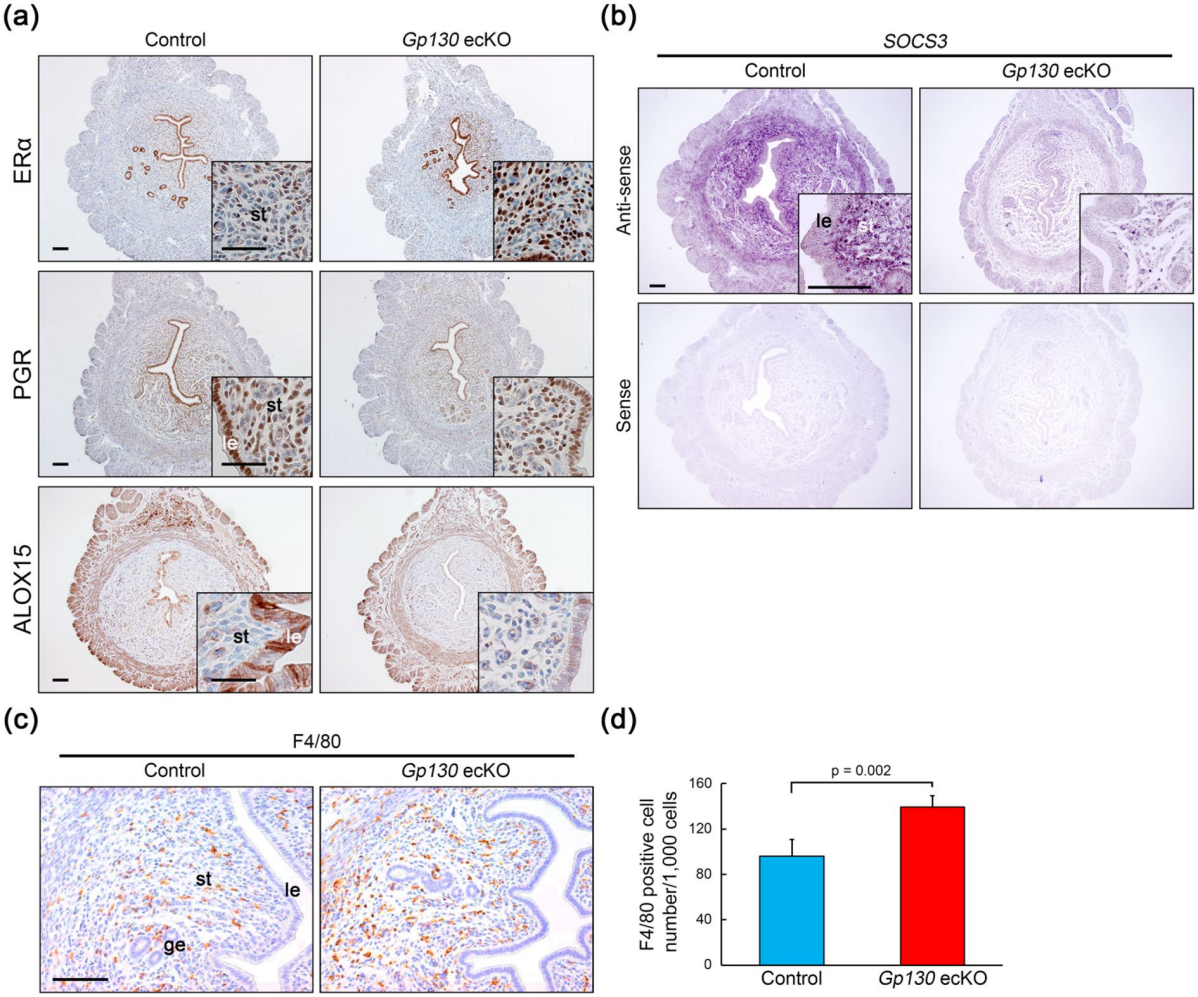
Immunostaining for estrogen- and progesterone-related factors in the control and *Gp130* ecKO uteri. (**a**) Stromal ERα expression is increased in *Gp130* ecKO uteri compared to the control at D4 (1600 h). PGR expression is comparable, but ALOX15 expression, downstream of PGR, is dramatically decreased in the uterine epithelium from *Gp130* ecKO compared to the control. (**b**) *Socs3* mRNA expression (dark purple in anti-sense probe) by ISH on D4 (1600 h). The sense probe shows a background signal. (**c**,**d**) The number of cells positive for F4/80, a marker of macrophages, is significantly increased in *Gp130* ecKO stroma compared to the control at D4. Scale bars: (**a**) 100 µm (with lower magnification) and 50 µm (with higher magnification), (**b**) 100 µm, and (**c**) 50 µm. *le* luminal epithelium, *ge* glandular epithelium, *st* stroma.

### The failure of epithelial remodeling in Gp130 ecKO

Our results from *Gp130* ecKO indicated that the abnormal epithelial proliferation observed in uterine-specific *Gp130* knockout females^8^ was not a major reason for the failure of embryo attachment. We investigated the expression of a cell surface mucin, MUC1, which has anti-adhesive properties in the nonreceptive endometrium^29^ by IHC, but there was no significant difference between the control and *Gp130* ecKO (Supplementary Fig. 5). Thus, we further focused on the epithelial remodeling factor, SNAI1, which is transcriptionally regulated by STAT3^30,31^ and represses the epithelial cytoskeleton and cell adhesion molecules, including cytokeratin 8 (KRT8)^32–35^ and E-cadherin (CDH1)^36^. 

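*Snai1* (ENSMUSG00000042821, chromosome 2, 167380113 to 167384734) is not listed in Supplementary Table 2. It had 33.8, 24.6 and 63.5 CPM in controls 1, 2 and 3, and 12.3, 22.1 and 6.92 CPM in *Gp130* ecKO 1, 2 and 3. Every *Gp130* ecKO uterus was below every control uterus (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was −1.56 (standard error 0.49, unadjusted p = 0.0150, adjusted p = 0.124 from edgeR's quasi-likelihood test), which did not pass the FDR threshold. It was between −2.08 and −1.09 with each uterus left out in turn. edgeR's exact test, its likelihood ratio test and DESeq2 placed *Snai1* below an FDR of 0.05. Over the 18 alternatives its adjusted p ranged from 0.0242 to 0.318.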

Although we did not detect differences in the expression level of *Snai1* in the endometrium between the control and *Gp130* ecKO by RNA-Seq (Supplementary Table 2), we observed that there were significantly fewer SNAI1-positive cells in *Gp130* ecKO in both epithelium and stroma compared to the control, in which SNAI1-positive cells were widely observed in the uterine tissues (Fig. 6a). Consistent with decreased SNAI1 expression, the expression levels of KRT8 and CDH1 were higher in the endometrial epithelium of *Gp130* ecKO than in that of the control (Fig. 6a,b). On day 4, CDH1 expression was decreased at the cell border in the control, while it was strongly expressed at the cell-to-cell border in *Gp130* ecKO (Fig. 6b). These results indicate that SNAI1 regulated by LIF-Gp130‒mediated signaling contributes to epithelial remodeling for embryo attachment.

**Figure 6:**
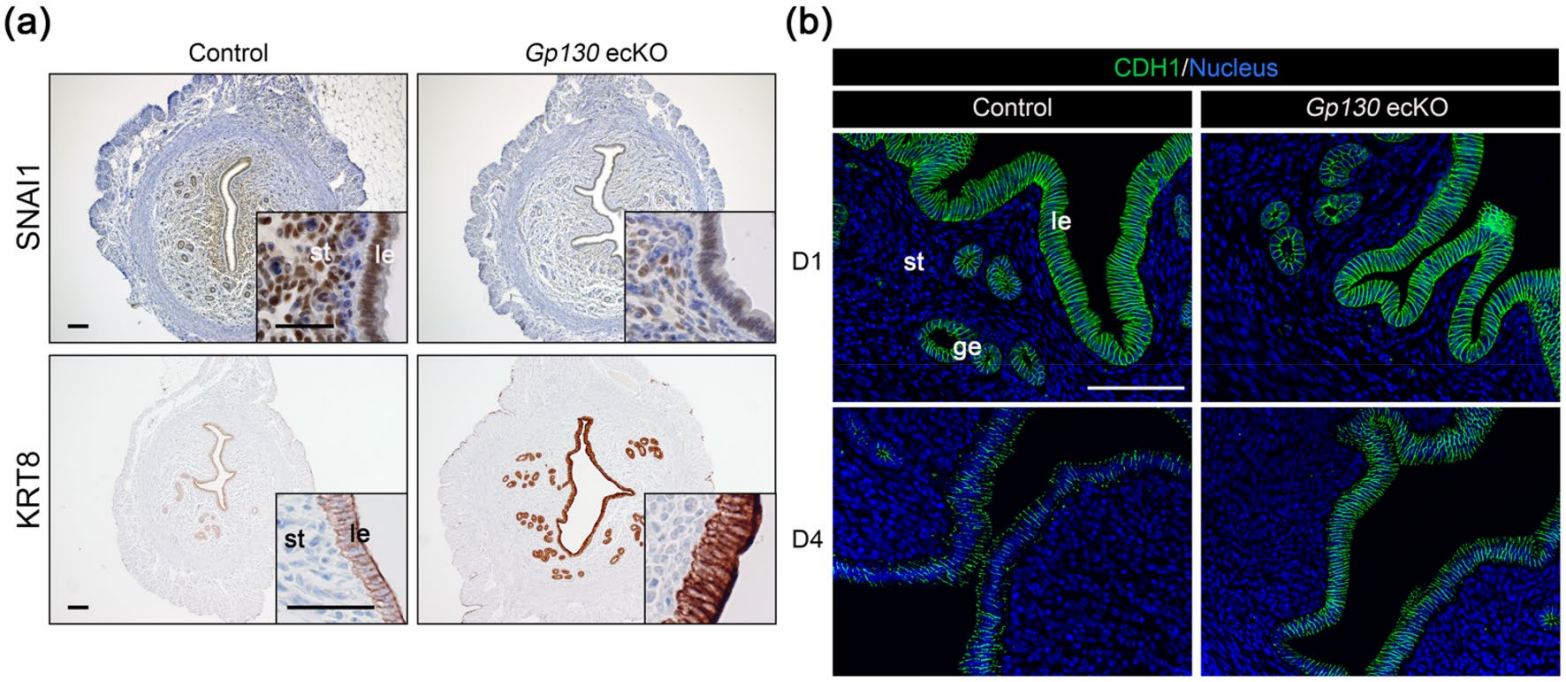
Epithelial remodeling is not altered in *Gp130* ecKO. (**a**) SNAI1 expression was induced in the control uterus at D4 (1600 h) concomitant with decreased KRT8, but not in *Gp130* ecKO. (**b**) CDH1 expression is altered from D1 to D4 (1600 h) in the control but not in *Gp130* ecKO. Scale bars: (**a**) 100 µm (with lower magnification) and 50 µm (with higher magnification), and (**b**) 100 µm. *le* luminal epithelium, *ge* glandular epithelium, *st* stroma.

## Discussion

It is widely accepted that secreted glandular LIF acts on the epithelial LIFR/Gp130 heterodimer^37^. Previous studies have shown that LIF expression is biphasic; it is expressed in the glandular epithelium in the morning (0800–1000 a.m.) of day 4 and subsequently in the subepithelial stroma surrounding the blastocyst at midnight of day 4^8,11^. On the other hand, LIFR and Gp130 co-localize in the luminal epithelium at midnight of day 4^6^. In particular, Gp130 is dominantly expressed in the glandular epithelium but not in the luminal epithelium at the moment when the glandular LIF is expressed (Fig. 1)^12^. Phosphorylation of STAT3 (pSTAT3) in the luminal epithelium was found at 1600 h of day 4 in the control, but it was absent in *Gp130* ecKO (Fig. 3d), suggesting that an undetectable level of Gp130 in the luminal epithelium may act as a receptor complex, or that LIF transduces signals by binding to a receptor complex other than the LIFR/Gp130 heterodimer, including low-affinity LIFR^38,39^. The observation that pSTAT3 was detectable in the luminal epithelium from wildtype female at day 1 of pregnancy, when the Gp130 is low, might support these possibilities (Supplementary Fig. 6).

The present study demonstrated that the absence of uterine epithelial Gp130 leads to infertility for a reason different from that shown in the uterine-specific *Gp130* knockout^8^. Our results indicated that *Gp130* ecKO cannot support embryo attachment due to the failure of epithelial remodeling caused by the dysregulation of hormone-responsive factors. In fact, stromal ERα was substantially increased and P4-target epithelial genes, including *Alox15* and *Areg*, were dramatically decreased in *Gp130* ecKO (Fig. 4b). AlOX15 oxidizes polyunsaturated fatty acids to generate bioactive lipid metabolites and may play an important role in inflammatory response during implantation^40^. Arachidonic acid metabolites of ALOX15 stimulates various signaling pathways, including PI3K-Akt and MAPK, leading to activate EGR1^40^. EGR1 has been reported as a transcription factor and a key mediator of E2 to control P4-PGR signaling for successful embryo implantation^41^. Loss of EGR1 expression in *Gp130* ecKO is likely to induce imbalance of E2 and P4 function. Areg, member of the epidermal growth factor family, is accumulated in the luminal epithelium of implantation sites prior to blastocyst attachment, overlapping the expression of Ereg and HB-EGF that share EGFR^7,19^. Not only *Areg*, but also *Ereg*, expression was significantly reduced in *Gp130* ecKO uteri, suggesting that these factors are essential for epithelial remodeling and stromal differentiation toward embryo implantation.

Excessive E2 responses and/or decreased P4 responses were found in the disruption of LIF-LIFR/Gp130-STAT3 signal in the endometrium as reported in uterine-specific *Stat3*-deficient^8,9^ and *Gp130*-deficient females^8^, in which abnormal epithelial cell proliferation was manifested during embryo implantation. Epithelial cell proliferation is controlled in a paracrine manner; E2 promotes epithelial cell proliferation by secreting growth factors, such as fibroblast growth factors (FGFs) and insulin-like growth factor (IGF), through stromal ERα^42,43^. Ovulatory E2 promotes epithelial cell proliferation, but P4 secreted from the corpus luteum after coitus counteracts E2 action and suppresses cell proliferation via the epithelial PGR-Indian hedgehog (IHH) signal^44^ and the stromal PGR-Heart and neural crest derivatives expressed 2 (HAND2) signal^17^ prior to embryo implantation. Thus, the attenuation of estrogen-mediated epithelial proliferation is essential for successful implantation. While the uterine-specific *Gp130* knockout utilized by *Pgr*^*Cre*^ showed abnormally sustained cell proliferation in the uterine epithelium during implantation^8^, the uterine epithelium-specific *Gp130* knockout utilized by *Ltf*^*iCre*^ in the present study showed the controlled epithelial cell proliferation; nevertheless, both strains showed embryo attachment failure. These results indicate that cessation of epithelial cell proliferation is necessary but not sufficient to establish embryo implantation and that epithelial Gp130-mediated signaling is not involved in the regulation of epithelial cell proliferation. This is supported by the results of a previous study using the uterine epithelium-specific *Lifr* knockout^45^ and the *Stat3* knockout^9^, in both of which embryo attachment failure was observed without abnormal epithelial cell proliferation during early pregnancy.

In the uterine epithelium-specific *Lifr* knockout, analysis of 3D images led to the conclusion that the failure of crypt formation caused infertility^45^. Those authors analyzed the uterus at day 5 of pregnancy when the early decidualized reaction was started in the wildtype, whereas *Lifr* knockouts failed to achieve an attachment reaction. The presence or absence of the decidual reaction may be responsible for the different crypt formations at day 5 between the *Lifr* knockout and the control in the previous study. Therefore, we checked to see whether embryos were placed in the proper position in the uterine lumen of *Gp130* ecKO at day 4. Although we did not perform 3D imaging analysis, our histological observations suggested that embryos in *Gp130* ecKO were located in the deep antimesometrial side of the slit-like lumen, the same side as in the control. Crypt formation is most likely to be intact even in the loss of epithelial Gp130, suggesting that Gp130-mediated signaling plays an important role in embryo attachment but not in embryo apposition. It is still possible that LIFR and Gp130 have different roles in crypt formation.

In *Gp130* ecKO, an imbalance between E2 and P4 signals was observed, although it did not extend to epithelial growth abnormalities. P4 signaling is absolutely essential for the endometrium to become receptive for the embryo^1,46^, and attenuated P4 signaling resulted in an insufficient decidual reaction^47,48^ and an excessive inflammatory response^49,50^. It was recently reported that female mice with uterine-specific deletion of high-mobility group box-1 (HMGB1) showed severe implantation defects due to decreased P4 signaling concurrent with an excessive immune response, including an increased number of macrophages on day 4 of pregnancy^51^. We found that F4/80-positive macrophages were abnormally sustained in the uterine stroma of *Gp130* ecKO (Fig. 5c,d), suggesting that the absence of epithelial Gp130 attenuated P4-PGR signaling. In addition, we found that the expression of *Socs3*, which suppresses the inflammatory response^52,53^, was dramatically reduced not only in the epithelium but also in the stroma of *Gp130* ecKO compared to the control. These results highlight that epithelial Gp130-mediated signaling is essential to the exertion of appropriate P4-PGR signaling toward embryo implantation. It should be noted that, since *Ltf* is expressed in a subset of immune cells, including neutrophils and macrophages^15,54^, deletion of *Gp130* impacts on their function and inflammation in *Gp130* ecKO. However, macrophage/neutrophil-specific *Gp130* deficiency reduced inflammatory infiltration and delayed and attenuated the disease in the experimental colitis model^54^, suggesting that macrophage infiltration observed in this study is probably due to secondary effect of P4 signal attenuation.

To lose epithelial integrity is one of the major characteristics of a receptive endometrium^55^. It was reported that the conditional deletion of homeobox genes *Msx1*/*Msx2* in the endometrium resulted in embryo attachment failure because of incomplete epithelial alteration^56^. In *Msx1*/*Msx2*-deleted uteri, E-cadherin (coded by *Cdh1*) was more sharply colocalized with β-catenin at the apicolateral border of the luminal epithelium than control uteri^56^. We found that greater epithelial integrity was maintained with dramatically decreased expression of SNAI1, whose transcription is promoted by pSTAT3, in *Gp130* ecKO uteri compared to the control (Fig. 6a). Differential gene expression analysis revealed that integral component of membrane was altered in *Gp130* ecKO, including desmosomal cadherin, desmocollin (Dsc) and desmoglein (Dsg). 

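The desmosomal cadherin genes lie side by side on chromosome 18 of GRCm39. *Dsc2* (ENSMUSG00000024331, 20163675 to 20192717) had 24.8, 22.3 and 12.5 CPM in controls 1, 2 and 3, and 125, 138 and 344 CPM in *Gp130* ecKO 1, 2 and 3, a log2 fold change of 3.35 (standard error 0.47, adjusted p = 0.0548 from edgeR's quasi-likelihood test). *Dsg2* (ENSMUSG00000044393, 20691074 to 20737581) had 62.3 ± 7.0 CPM (SD, n = 3) in the control and 166 ± 16 CPM (SD, n = 3) in *Gp130* ecKO, a log2 fold change of 1.41 (standard error 0.16, adjusted p = 0.0429 from edgeR). *Dsg4* and *Dsc3* fell under the filter on low counts and had at most 3 counts in each control uterus. *Dsg4* had 7.87, 5.04 and 0.207 CPM in *Gp130* ecKO 1, 2 and 3, and was at least 30.0-fold higher than in the control, and at least 18.0-fold higher without *Gp130* ecKO 1. *Dsc3* had a mean of 0.339 CPM and was at least 2.33-fold higher. In the quasi-likelihood fit without a filter, the adjusted p was 0.0511 for *Dsg4* and 0.144 for *Dsc3*. edgeR's exact test without a filter placed both below an FDR of 0.05. *Dsg3* did not differ beyond the spread between uteri, with 39.4, 3.70 and 32.6 CPM in the controls and 36.9, 8.19 and 3.56 CPM in *Gp130* ecKO (log2 fold change −0.64, adjusted p = 0.711 from edgeR). Its change was −2.09 without *Gp130* ecKO 1.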

Our findings demonstrated that Gp130-mediated epithelial remodeling though SNAI1 signaling should be necessary to support embryo attachment. Immunoreaction for SNAI1 was observed in the uterine epithelium and stroma at day 1 of pregnancy and increased nuclear localization was seen at day 4 in wildtype female (Supplementary Fig. 6). Clear nuclear localization of SNAI1 was not observed in the *Gp130* ecKO uteri at day 4, indicating that Gp130-mediated STAT3 activation is necessary to induce SNAI1 localization as reported in the previous study^57^. Interestingly, SNAI1 expression was decreased not only in the epithelium but also in the stroma in *Gp130* ecKO, suggesting that epithelial Gp130-mediated signaling also affects stromal remodeling though SNAI1 signaling.

In summary, our present study suggests that epithelial Gp130-mediated signal, which modulates hormone responses and epithelial remodeling, was essential for successful embryo attachment (Supplementary Fig. 7). The underlying reason of embryo implantation failure in epithelial specific *Gp130*-deficient females was most likely distinct from other studies, such as epithelial specific *Lifr-*deficient females^45^ and uterine specific *Gp130*-defient females^8^. Comparison among different types of genetically engineered implantation failure mouse model provides fundamental insights into LIF-LIFR/Gp130-mediated signal in embryo implantation.

## Materials and methods

All chemicals and reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA) unless otherwise stated. All animal procedures were approved by the Ethical Committee for Vertebrate Experiments at Azabu University (ID#200312-24). All experiments were conducted in accordance with relevant guidelines and regulations, including the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Animals

Animals were housed in the barrier facility at Azabu University. The following mouse strains were used; *Ltf*^*iCre/*+^ mouse < *Ltf*^*tm1(icre)Tdku*^/J, JAX: 026030 > ^15^ and *Gp130*^*flox/flox*^ (*Gp130f*^*/f*^) mouse < *Il6st*^*tm1Wme*^ >^58^. All strains were maintained on the C57BL/6J background purchased from Jackson Laboratory Japan (Kanagawa, Japan). All mice were fed ad libitum under a 12-h light/12-h dark photocycle at 23 ± 2 °C.

Uterine epithelial-specific *Gp130*-deficient (*Gp130* ecKO) mice were generated by several crossing *Ltf*^*iCre/*+^ strain with *Gp130*^*flox/flox*^ strain. The genotype of mice was confirmed by polymerase chain reaction (PCR) of genomic DNA obtained from tail tissue. The PCR primers used for genotyping were; 5′-GTTTCCTCCTTCTGGGCTCC-3′, 5′-TTTAGTGCCCAGCTTCCCAG-3′ and 5′-CCTGTTGTTCAGCTTGCACC-3′ for *Ltf*^*iCre*^; 5′-GGCTTTTCCTCTGGTTCTTG-3′ and 5′-CAGGAACATTAGGCCAGATG-3′ for *Gp130*^*flox*^. Sexually mature (over 8 weeks old) *Ltf*^*iCre/*+^; *Gp130*^*flox/flox*^ females were used as *Gp130* ecKO and *Ltf*^+*/*+^; *Gp130*^*flox/flox*^ or wildtype females were used as the control. Females were mated with a fertile wildtype male to obtain pregnant samples. The first day of pregnancy was defined as the day when the vaginal plug was first observed. Mice were euthanatized by cervical dislocation after a combination anesthetic with 0.75 mg/kg of medetomidine, 4.0 mg/kg of midazolam, and 5.0 mg/kg of butorphanol. Uterine tissues harvested at indicated day(s) of pregnancy were fixed with 4% paraformaldehyde (PFA) solution in phosphate-buffered saline (PBS) for histological study, fixed with G-Fix (Genostaff, Tokyo, Japan) for in situ hybridization (ISH) or snap-frozen and kept at − 80 °C until used for RNA extraction.

To determine the success of mating, embryos were recovered by flushing the uterus with saline on day 4 or day 5 of pregnancy. The implantation sites were visualized by intravenous injection of 0.1 mL of 1% Chicago blue dye dissolved in saline as previously described^59^ Artificial decidualization was performed by intraluminal injections of 0.02 mL sesame oil after female mice were mated with a vasectomized male as previously described^60^. The wet weight of the oil-infused (stimulated) horn was divided by that of the unstimulated horn.

### Histology

Fixed uterine tissues were paraffin-embedded and paraffin sections (6 µm) were stained with hematoxylin and eosin (H&E). Control and *Gp130* ecKO uterine tissues were placed on the same slide. The depth of the uterine chamber at day 4 of pregnancy was determined by measuring the distance from the mesometrial (M) edge to the antimesometrial (AM) edge of the uterine lumen (M-AM distance) (N ≥ 3). The embryo position was calculated by dividing the distance from the mesometrial edge to the center of the embryo by the M-AM distance. The uterine area was measured using randomly selected uterine cross sections (N = 5 each).

### In situ hybridization (ISH)

ISH was performed as previously described^61^ with some modifications. Briefly, fixed uterine tissues were paraffin-embedded and paraffin sections (6 µm) were mounted on MAS-coated slides (Matsunami Glass Industries, Osaka, Japan) under RNase-free conditions. Sense or antisense digoxigenin (DIG)-labeled RNA probes for *Gp130* (*Il6st*) and suppressor of cytokine signaling 3 (*Socs3*) were purchased from Genostaff. The sections were deparaffinized, rehydrated, and post-fixed in 10% neutral buffered formalin (NBF) for 30 min at 37 °C, followed by the treatment with 0.2% hydrogen chloride and 5 µg/mL proteinase K (FUJIFILM Wako Pure Chemical, Osaka, Japan) for 10 min at 37 °C, respectively. Hybridization was performed with DIG-labeled probes (250 ng/mL) in a humidified chamber at 60 °C overnight. The slides were washed after hybridization, then treated with blocking reagent (Genostaff) for 15 min and alkaline phosphatase-conjugated anti-DIG antibody (1:2000; Roche Diagnostics, Basel, Switzerland) for 1 h at room temperature. The signals were detected by 4-nitro-blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP, Roche Diagnostics) in a humidified container for 12 h at 4 °C. The sections were counterstained with Kernechtrot solution (Muto Pure Chemicals, Tokyo, Japan). Signals detected by sense probe was used as a control for background levels.

### Immunohistochemistry (IHC) and immunofluorescence (IF)

Fixed tissues were paraffin-embedded and paraffin sections (6 µm) were deparaffinized, hydrated and conducted for antigen retrieval by autoclaving in 10 mM sodium citrate buffer (pH = 6.0) for 5 min. For IHC, the sections were further incubated in 3% hydrogen peroxide diluted with methanol for 10 min. After blocking with a non-specific staining blocking reagent (X0909, DAKO, Carpinteria, CA, USA), the slides were incubated with primary antibodies (shown in Table 1) overnight at 4 °C. For IHC, the slides were followed by the incubation with the Histofine mouse stain kit (Nichirei Biosciences, Tokyo, Japan) for 1 h. Signals were visualized by 3,3′-diaminobenzidine tetrahydrochloride (DAB) and counterstained with hematoxylin. For IF, the slides were incubated with Alexa Fluor 488-conjugated secondary antibodies (Jackson Immuno Research Laboratories, West Grove, PA, USA) for 1 h, and mounted with ProLong Glass Antifade Mountant with NucBlue Stain (P36981, Thermo Fisher Scientific, Waltham, MA, USA). Micrographs were captured by PROVIS AX80 microscopy (Olympus, Tokyo, Japan) or BZ-X700 microscopy (Keyence, Osaka, Japan). All signals were detected under the same lighting conditions between control and *Gp130* ecKO. MKI67 positive epithelial cells were manually counted in randomly selected uterine sections (≥ 100 cells from at least 3 different females in each group).

**Table 1:** Primary antibody list.

Antibody	Species	Source	Catalog No	RRID	Dilution	Application
ERα	Rabbit	Abcam	ab32063	AB_732249	1:200	IHC
PGR	Mouse	Abcam	ab2765	AB_2164316	1:200	IHC
MKI67	Rabbit	Abcam	ab16667	AB_302459	1:200	IHC
MUC1	Rabbit	Abcam	ab15481	AB_301891	1:100	IHC
pSTAT3	Rabbit	Abcam	ab76315	AB_1658549	1:200	IHC
KRT8	Rat	DSHB	TROMA-1	AB_2891089	5 µg/mL	IHC
ALOX15	Mouse	Santa Cruz Biotechnology	sc-133085	AB_2137289	1:200	IHC
SNAI1	Mouse	Santa Cruz Biotechnology	sc-271977	AB_10709902	1:200	IHC
CDH1	Rabbit	Cell Signaling Technology	#3195	AB_2066683	1:1000	IF

*IHC* immunohistochemistry, *IF* immunofluorescence.

### Measurement of serum hormone level

Blood samples from control and *Gp130* ecKO mice were collected on day 4 of pregnancy. Serum was separated by centrifugation (4 °C, 5000×g, 7 min) and stored at − 80 °C until analysis. The serum concentrations of progesterone (P4) and 17β-estradiol (E2) were measured by enzyme-linked immunosorbent assay as described previously^62^.

### RNA extraction and RNA sequence (RNA-seq)

Total RNA was isolated using the RNeasy Plus Mini kit (Qiagen, Venlo, NL). The quality of the RNA was determined by an Agilent 2100 Bioanalyzer (G2939A, Agilent Technologies, Santa Clara, CA, USA). Samples carrying RNA integrity number (RIN) values over 7.0 were used. Sequencing libraries were prepared using the SureSelect Strand-Specific RNA Library Prep kit (G9691A, Agilent Technologies). Briefly, oligo dT magnetic beads were used to purify poly(A) RNA from the total RNA. The libraries were amplified by 13 cycles of polymerase chain reaction (PCR) and then purified with AMPure XP beads (A63880, Beckman Coulter, Brea, CA, USA). The libraries were sequenced using the NextSeq500 system (Illumina, San Diego, CA, USA) with the NextSeq 500/550 High Output Kit v2.5 (75 cycles) at a read length of 75 bp, single-read. FASTQ files were prepared with reads using bcl2fastq ver2.17 (Illumina). The FASTQ files were processed for removal of adaptor sequences, trimmed and quality-based filtered using fastp v0.23.2^63^. The trimmed reads were removed ribosomal RNA using SortMeRNA v4.3.6^64^. The removed reads were mapped onto the reference genome of *Mus musculus* (GRCm39) using STAR v2.7.10a^65^. Mapped reads were counted using RSEM v1.3.3^66^. Differential expression analysis was performed in R v4.2.1 (URL https://www.R-project.org/.) using the EdgeR v 3.38.4 package^67^ and visualized significantly different genes as volcano plot and heatmap using the gplots v3.1.3 and genefilter v1.78.0 packages. GO and pathway analyses were performed in the R software using the clusterProfiler v4.4.4 package^68^ and visualized significantly different GO and pathway as dot plots and a cnet plot.

### Statistical analysis

Statistical analysis was performed by using Student’s *t* test or the Mann‒Whitney U test. All statistical data are shown as mean ± standard error of mean (SEM).

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO repository, accession number GSE218405.

# Supplementary material for: Uterine epithelial Gp130 orchestrates hormone response and epithelial remodeling for successful embryo attachment in mice
**Source:** Sci Rep. 2023 Jan 16;13:854. doi: 10.1038/s41598-023-27859-y
**Supplement:** Supplementary file 1 — Supplementary Figures.

*Il6st (gp130)*

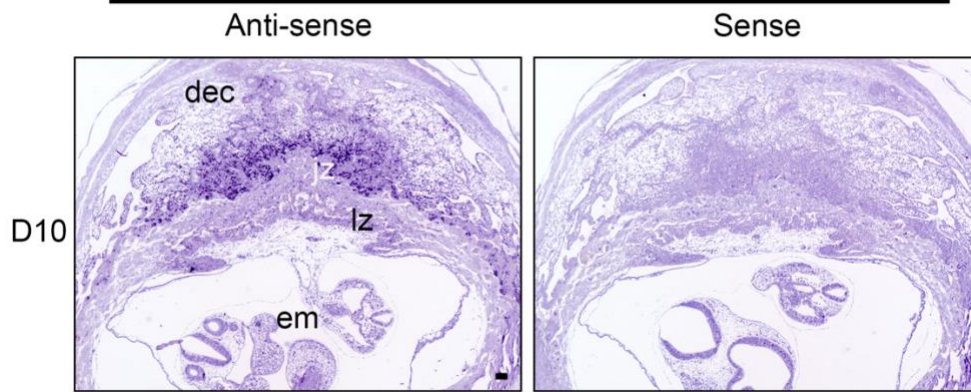

Supplemental Fig.1. *Il6st (Gp130)* mRNA expression in the mouse placenta at day 10 (D10) of pregnancy. The sense probe shows background signal. Scale bar, 100  $\mu$ m. em: embryo; dec: decidua; jz: junctional zone; lz: labyrinth zone.

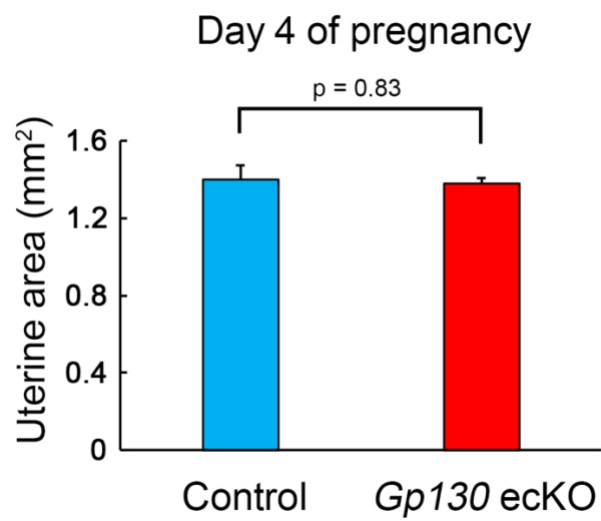

Supplemental Fig.2. Uterine area between the control and *Gp130* ecKO at D4 (1600 h).

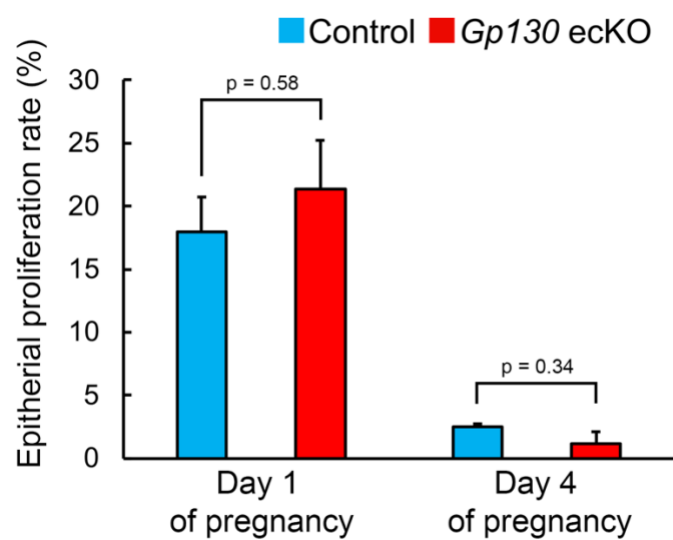

Supplemental Fig.3. Epithelial cell proliferation rate between the control and *Gp130* ecKO at D1 and D4 (1600 h).

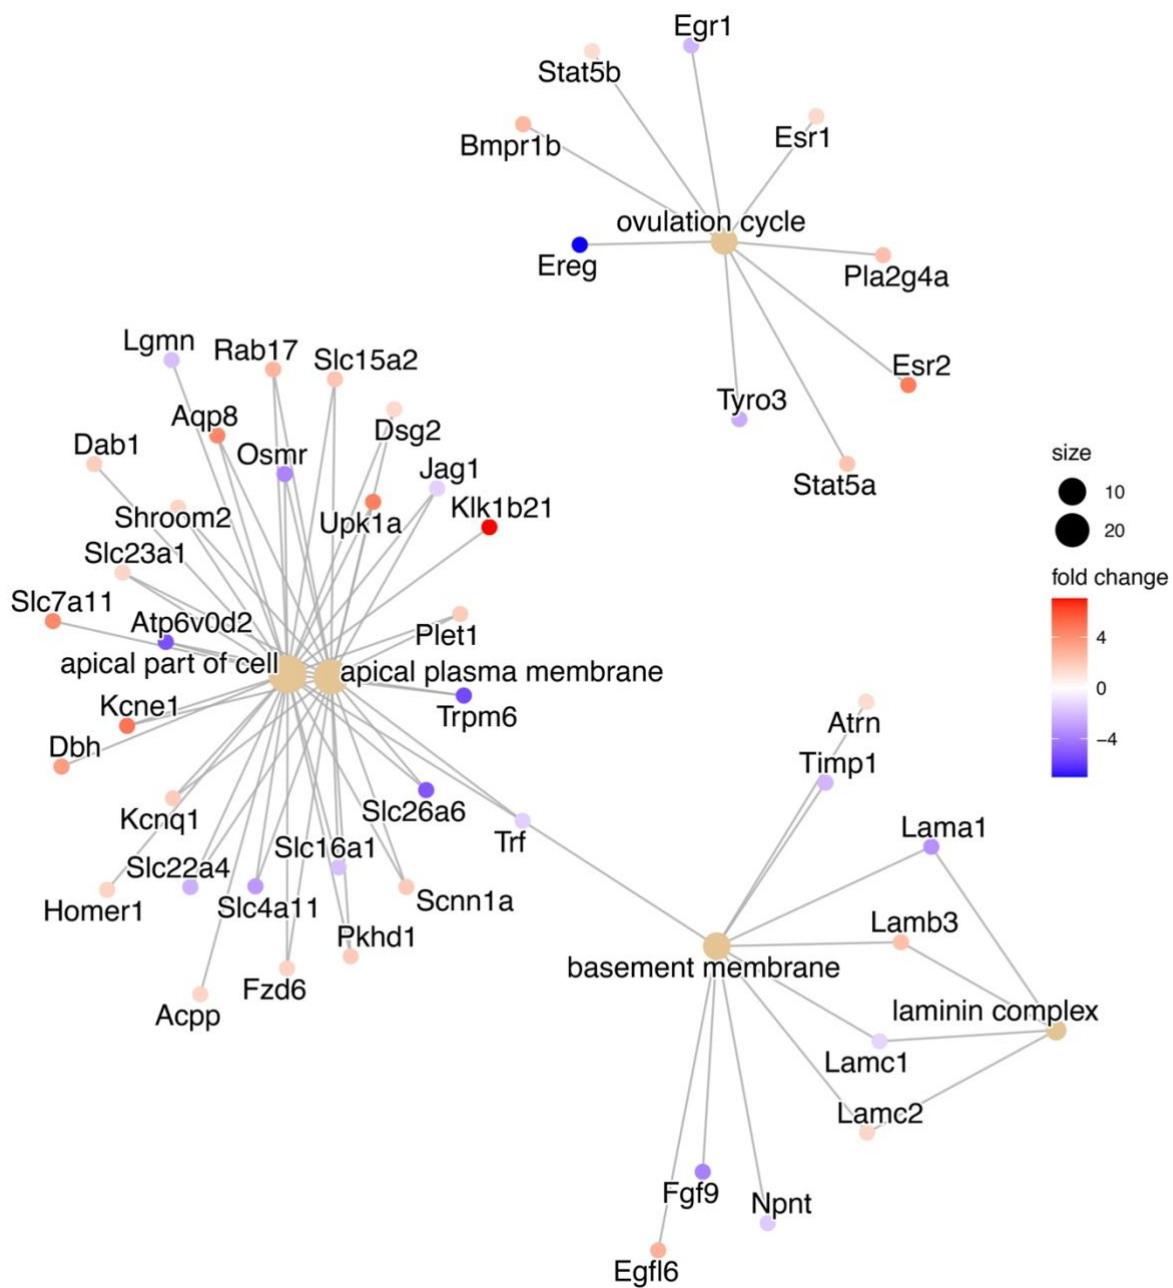

Supplemental Fig.4. Cnet plot of GO analysis in Fig. 4c.

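Besides the apical terms, the cnet plot draws 10 genes for the basement membrane and 9 for the ovulation cycle. All 47 genes drawn, counted once each, changed in the drawn direction over the 6 uteri, and 42 did not overlap between the groups. The study drew these genes from calls in these uteri, so this is not independent evidence. Of these 47, 4 passed the FDR threshold with edgeR's quasi-likelihood test, 38 with its exact test and 40 with DESeq2. In the basement membrane group, *Lamc1* had 483, 367 and 511 CPM in controls 1, 2 and 3, and 165, 204 and 170.4 CPM in *Gp130* ecKO 1, 2 and 3 (log2 fold change −1.34, adjusted p = 0.0548 from edgeR). *Lamb3* rose, with a log2 fold change of 3.01. In the ovulation cycle group, *Stat5b* rose from between 43.0 and 46.4 CPM in the control uteri to between 101 and 109 CPM in the *Gp130* ecKO uteri (log2 fold change 1.23, adjusted p = 0.0429 from edgeR), and *Stat5a* rose from a mean of 22.0 to 86.5 CPM.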

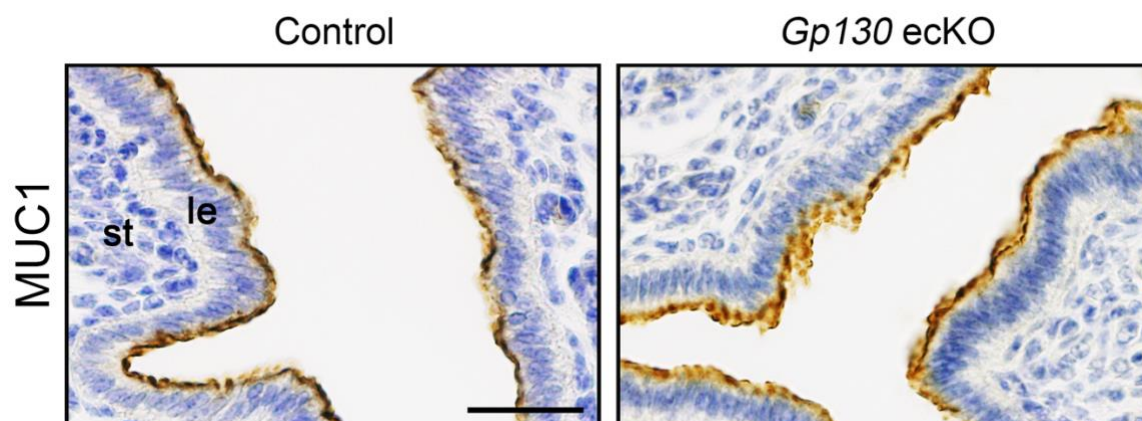

Supplemental Fig.5. MUC1 expression in the uterus from the control and *Gp130* ecKO at D4 (1600 h). Scale bar, 100  $\mu$ m. le: luminal epithelium; st: stroma.

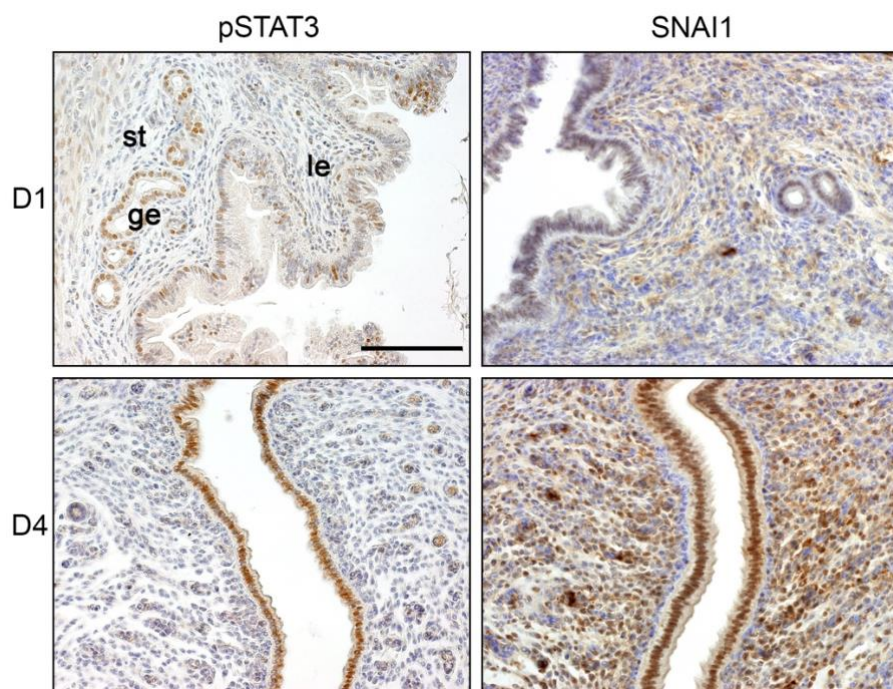

Supplemental Fig.6. IHC for pSTAT3 and SNAI1 in the uterus from the control at D1 and D4. Scale bar, 100  $\mu$ m. le: luminal epithelium; ge: glandular epithelium; st: stroma.

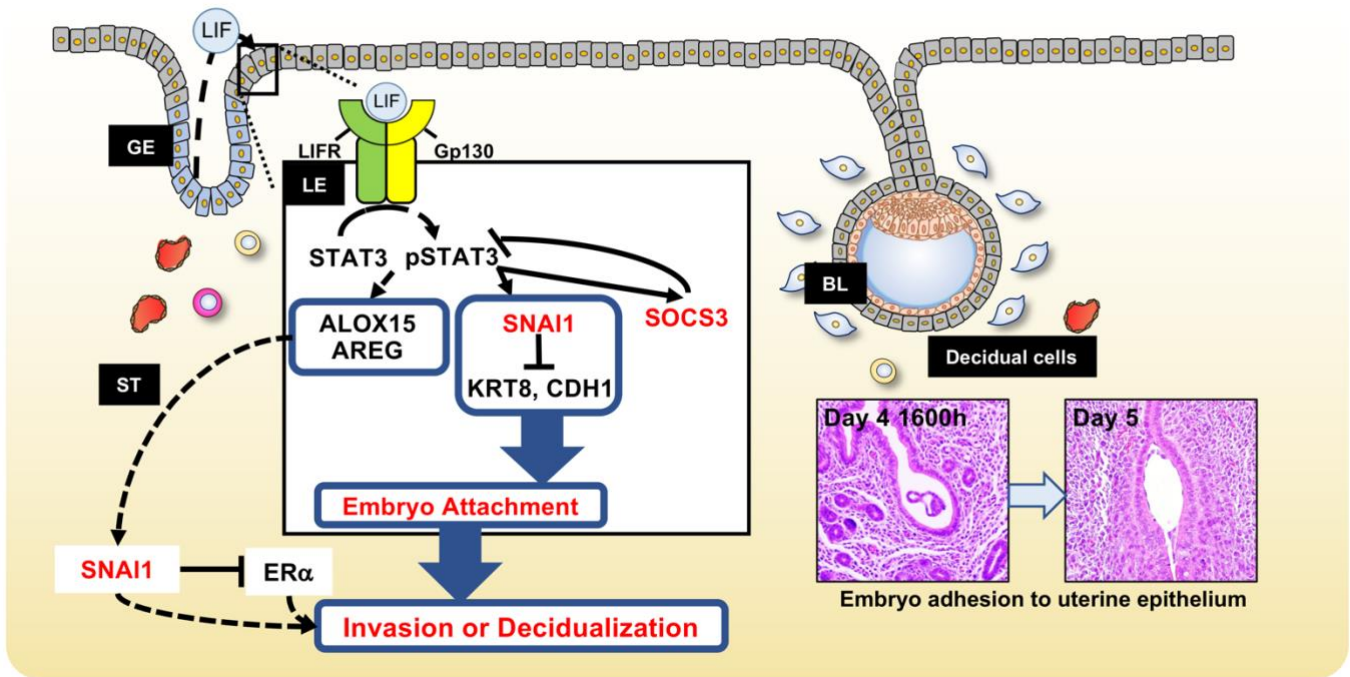

Supplemental Fig.7. Model: Gp130-mediated LIF signaling in the uterus for successful embryo implantation in mice. LE: luminal epithelium; GE: glandular epithelium; ST: stroma; BL: blastocyst.

# Supplementary material for: Uterine epithelial Gp130 orchestrates hormone response and epithelial remodeling for successful embryo attachment in mice
**Source:** Sci Rep. 2023 Jan 16;13:854. doi: 10.1038/s41598-023-27859-y
**Supplement:** Supplementary file 2 — Supplementary Table S1.

Supplemental table 1. List of mouse phenotype with altered LIFR/Gp130 – STAT3 signals

| Gene           | Defective uterine part | Genotype                           | Embryo implantation    | Proliferation of the<br>uterine epithelial cells | STAT3 status in the<br>uterine epithelium | Reference      |
|----------------|------------------------|------------------------------------|------------------------|--------------------------------------------------|-------------------------------------------|----------------|
| <i>Stat3</i>   | Whole uterus           | <i>Pgr<sup>Cre</sup>-Stat3</i>     | Failure                | Sustained                                        | Non-phosphorylated                        | PMID: 23885093 |
|                | Whole uterus           | <i>Pgr<sup>Cre</sup>-Stat3</i>     | Failure                | Sustained                                        | ND                                        | PMID: 32968170 |
|                | Whole uterus           | <i>Pgr<sup>jresCre</sup>-Stat3</i> | Failure                | ND                                               | ND                                        | PMID: 34402137 |
|                | Uterine epithelium     | <i>Wnt7a-Cre-Stat3</i>             | Failure                | ND                                               | ND                                        | PMID: 24100212 |
|                | Uterine epithelium     | <i>Ltf<sup>Cre</sup>-Stat3</i>     | Failure                | Suppressed                                       | Non-phosphorylated                        | PMID: 32968170 |
|                | Stroma                 | <i>Amhr2<sup>Cre</sup>-Stat3</i>   | Embryonic resorption   | ND                                               | ND                                        | PMID: 24983622 |
|                | Stroma                 | <i>Amhr2<sup>Cre</sup>-Stat3</i>   | Failure                | Sustained                                        | Phosphorylated                            | PMID: 32968170 |
| <i>Lifr</i>    | Uterine epithelium     | <i>Ltf<sup>Cre</sup>-Lifr</i>      | Severe loss of litters | ND                                               | Non-phosphorylated                        | PMID: 28368537 |
|                | Uterine epithelium     | <i>Ltf<sup>Cre</sup>-Lifr</i>      | Failure                | Suppressed                                       | Non-phosphorylated                        | PMID: 34402888 |
|                | Stroma                 | <i>Amhr2<sup>Cre</sup>-Lifr</i>    | No phenotype           | Suppressed                                       | Phosphorylated                            | PMID: 34402888 |
| <i>Gp130</i>   | Whole uterus           | <i>Pgr<sup>Cre</sup>-Gp130</i>     | Failure                | Sustained                                        | ND                                        | PMID: 23885093 |
| <i>(Il6st)</i> | Whole uterus           | <i>Pgr<sup>jresCre</sup>-Gp130</i> | Failure                | ND                                               | ND                                        | PMID: 34402137 |
|                | Uterine epithelium     | <i>Ltf<sup>Cre</sup>-Gp130</i>     | Failure                | Suppressed                                       | Non-phosphorylated                        | Present study  |

ND, not determined

How the deposited data were processed for this re-analysis (not part of the article)

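Whole uteri of 3 control and 3 *Gp130* ecKO females at 1600 h on day 4 of pregnancy were compared. The authors deposited 1 RSEM gene table per uterus with the expected count, TPM and FPKM of 56748 genes. They made it from strand-specific poly(A) libraries read as single reads of 75 bp, by trimming, removing ribosomal RNA reads, mapping to GRCm39 and estimating counts per gene with RSEM. RSEM divides reads shared between genes by its model, so counts of overlapping or near-identical genes depend on that division. The paper's text does not name the gene annotation version, whether strand was used in counting, or the edgeR test. The deposited TPM and FPKM are scaled by the authors for length and depth and were not used for tests. The difference between gene length and effective length was 74.98 to 74.99 in control 1 and *Gp130* ecKO 1 and 2, and 75 in control 2, control 3 and *Gp130* ecKO 3, so trimming left slightly different read lengths.

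Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups (16605 genes), libraries were scaled by TMM, and groups were compared with the quasi-likelihood F test (glmQLFit in its form without the legacy setting, then glmQLFTest). Genes were called at a Benjamini-Hochberg FDR under 0.05 and more than 2-fold change, the thresholds the paper gives in its results. The choice of the form without the legacy setting follows the list of alternatives fixed before the data were examined, which gives the legacy form as the alternative. The result of the legacy form had been seen when the argument was set, and both are given. Standard errors are the log2 fold change divided by the square root of F. Other tests were edgeR's exact and likelihood ratio tests and DESeq2 1.42.0. Gene lists were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. Of 21 lists written before the data were examined, 18 had at least 3 tested genes. Gene symbols, coordinates and transcript sequences came from GENCODE M39 on GRCm39, which holds 56017 of the 56748 gene identifiers. Single genes were also compared with an exact two-sided permutation test of log2(CPM + 0.5).

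The genes named are all those the paper names or draws, the members of the gene lists, and the 5 higher and 5 lower called genes with the largest change among those with a mean CPM of at least 1 and no overlap between the groups. A fold against a group with at most 3 counts in each uterus is given as a lower bound. Total counts per uterus ranged from 13960748 to 25906443. The alternatives set beforehand were other tests, normalizations, filters and thresholds, unrounded counts, the replicate number as a block, and each uterus left out in turn. Libraries of a group were compared with each other, and no pair had nearly identical counts.

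The analysis was tested on simulated data. Counts were drawn for the 16605 genes with the measured means, library sizes and dispersions, and 200 genes were changed by 4-fold. Another 15 genes were shifted by 1 on the log2 scale as a list, and calls among them count in the percentages. The quasi-likelihood test called 117 of the 200 and 8 unchanged genes, which were 6.30% of all its calls. The exact test called 149 and 41 unchanged genes (21.2% of its calls), and DESeq2 called 160 and 52 unchanged genes (24.2% of its calls). The shifted list was recovered with a mean of 1.01. Terms and pathways of the paper's enrichment analysis were not tested, because the term lists were not used here.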

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

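The tests of shared sequence, the sums of *Gm2436* and *Cldn22* with their partners and the tests of the regions around *Gm2436* and *Apobec2* were chosen after the results were seen. The 5 genes with the largest increases among the called genes are not discussed in the paper's text, although Supplementary Table 2 lists them, and each was above its level in the control uteri. *Gm2436* had a mean of 7.29 CPM in *Gp130* ecKO and 0 counts in the control uteri, at least 50.0-fold higher. *Cldn22* had 6.80 CPM against 0 counts, at least 46.7-fold higher. *Apobec2* had 8.85 CPM, *Klk10* 7.15 CPM and *Tspo2* 2.08 CPM.

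*Gm2436* (ENSMUSG00000112022, chromosome 12, 55188894 to 55201681) is a transcribed pseudogene, and 100% of its stretches of 75 bases also occur in other genes on the same strand, among them *Gm2446* (55263961 to 55276745). *Gm2446* had 9.34, 12.7 and 12.5 CPM in controls 1, 2 and 3, and 0.995, 2.00 and 2.49 CPM in *Gp130* ecKO 1, 2 and 3. The sum of both genes was 11.5 ± 1.9 CPM (SD, n = 3) in the control and 9.12 ± 1.45 CPM (SD, n = 3) in *Gp130* ecKO, and the groups overlapped. A candidate explanation of the pattern is a shift of the same reads from one copy to the other. What moved the reads stays open. It may be a sequence difference between the mice in these copies, such as a segment of another strain, since reads with a variant are assigned to the copy they match. Within 10 Mb of the copies, 16.7% of 54 tested genes had an unadjusted p below 0.05, against 25.0% elsewhere, and 1 of them, *Coch*, was called (Fisher's exact test of the shares, p = 0.207). This gives no sign of a long segment, but a short one cannot be told apart from a change in the expression of the copies without the reads.

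*Cldn22* (ENSMUSG00000038064, chromosome 8, 48277517 to 48278511) lies on the opposite strand inside the last exon of *Wwc2*, and 100% of its stretches of 75 bases occur there. The libraries were strand-specific, but the paper's text does not say whether the counting used strand. *Wwc2* had 24.9, 23.6 and 18.7 CPM in the controls and 30.2, 25.4 and 14.9 CPM in *Gp130* ecKO 1, 2 and 3. The sum of *Cldn22* and *Wwc2* was 22.4 ± 3.2 CPM (SD, n = 3) in the control and 30.3 ± 8.2 CPM (SD, n = 3) in *Gp130* ecKO, with overlapping groups. A change in how reads were divided is a candidate explanation for *Cldn22*. It would lower *Wwc2*, which was above every control in *Gp130* ecKO 1 and 2 and below every control in *Gp130* ecKO 3. Expression of *Cldn22* itself in *Gp130* ecKO stays open too.

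For *Apobec2*, *Tspo2* and *Klk10*, at most 5.65% of the stretches of 75 bases occur in other genes on either strand, which argues against shared reads. *Apobec2* and *Tspo2* are neighbours on chromosome 17 (48726257 to 48739958 and 48754935 to 48758897). Another called gene lies beside them, *Unc5cl* (48761578 to 48846742), named after its values were seen, with 5.14 CPM in the control and 124 CPM in *Gp130* ecKO (log2 fold change 4.58, adjusted p = 0.0429 from edgeR). So 3 of the 26 called genes lie within 120.5 kb. Within 10 Mb of them, 0 of the 156 other tested genes were called and 27.6% had an unadjusted p below 0.05, against 25.0% elsewhere (Fisher's exact test, p = 0.458). The called gene *H2-Q2* (35561087 to 35566181), named after its values were seen, lies on this chromosome outside the window. A longer segment that reaches it was not tested. A short strain segment there and a shared response of these neighbours cannot be told apart without the reads. None of the 26 called genes, these included, lies within 10 Mb of *Il6st* or *Ltf*: 0 of 290 tested genes near these loci were called and 26 of 16315 elsewhere (Fisher's exact test, p = 1), and 21.4% of the genes near them had an unadjusted p below 0.05 against 25.1% elsewhere. The called gene *Il20rb* (chromosome 9, 100338496 to 100368841) lies just outside the window around *Ltf*, so a longer segment stays open for it. The other called genes lie on other chromosomes than *Il6st* and *Ltf*. This argues against a strain segment carried along with either engineered allele as the source of those other calls. A response to the loss of epithelial Gp130 stays open for *Apobec2*, *Tspo2*, *Unc5cl* and *Klk10* as a hypothesis.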

How the results depend on the processing

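The number of differentially expressed genes depended strongly on the test. Against 26 (21 higher, 5 lower) with the quasi-likelihood test, of which 26 are in Supplementary Table 2 and 4 are drawn in Supplementary Fig. 4, the legacy form of that test called 7 (6 and 1, with 7 in the table and 1 in the figure). The exact test called 1239 (619 and 620, with 397 in the table and 38 in the figure), the likelihood ratio test 1317 (651 and 666, with 400 and 39) and DESeq2 1546 (733 and 813, with 397 and 40). Without a filter on low counts, 29916 genes were tested and the quasi-likelihood test called 105 (74 and 31, with 103 and 15), the exact test 971 (542 and 429, with 401 and 40) and the likelihood ratio test 1158 (631 and 527, with 425 and 41). All 26 genes were also called by the exact test, the likelihood ratio test and DESeq2, with and without a filter for the first 2. At an FDR under 0.01 the quasi-likelihood test called 0 genes, 0 higher and 0 lower, against 4151 at an unadjusted p under 0.05. RLE normalization (27), library size alone (24), at least 10 counts in every uterus (18), unrounded counts (26) and no fold threshold (26) stayed within 1.5 times. In the simulated data, unchanged genes made up 6.30% of the calls of the quasi-likelihood test and 24.2% of those of DESeq2. Only 200 genes and a list of 15 were changed there, and the share of false calls depends on how many genes change. The simulation therefore cannot say how much of the larger numbers in these uteri is false calls.

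Leaving out 1 uterus at a time gave from 1 to 897 genes (1 to 585 higher and 0 to 312 lower, with 1 to 317 in the table and 0 to 37 in the figure). The 897 came without control 2, and they hold all 26 genes. Among the other uteri, the number was 2 without control 1, 3 without control 3, 6 without *Gp130* ecKO 1, 3 without *Gp130* ecKO 2 and 1 without *Gp130* ecKO 3. With 1 uterus fewer the test has less power in each case, and control 2 is the only one whose removal raised the number.

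The replicate numbers were not found to pair the uteri: deviations from the group means correlated at 0.10, 0.06 and −0.19 for numbers 1, 2 and 3. With the replicate number as a block, 6 genes were called (4 higher and 2 lower, with 6 in the table and 0 in the figure), and 3677 had an unadjusted p under 0.05. The mean of the E2-responsive genes under the block was 0.60, past an adjusted p of 0.05.

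3 alternatives were added after seeing the data. An exact test with *Gp130* ecKO 1 as a group of its own called 484 (338 and 146, with 484 in the table and 47 in the figure), and the same exact test with all 3 *Gp130* ecKO uteri together called 1214 (662 and 552, with 448 and 44). A term for the 2 sets of uteri with slightly different read lengths called 7 (5 and 2, with 7 and 1), of which 5 are among the 26, and a comparison of these 2 sets with each other called 0 genes, with 347 at an unadjusted p under 0.05. The cause of these changes was not tested.

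The E2-responsive genes had a mean log2 fold change of 0.54 and did not pass an adjusted p of 0.05. They passed without a filter (0.57), and with 1 uterus left out the mean ran from 0.23 to 0.89, passing without control 1, *Gp130* ecKO 1 or *Gp130* ecKO 2. Without members of Supplementary Table 2 the mean reversed to −0.18. That table was drawn from these uteri, so leaving out its members by itself weakens a list. The P4-responsive genes (−1.27) no longer passed with fry or an estimated correlation (both −1.27) or without members of the table (−0.41), and ran from −1.48 to −1.04 with 1 uterus left out, not passing without *Gp130* ecKO 3. The STAT3 target genes (−1.62), the macrophage markers (−0.54) and the proliferation markers (−1.02) also failed an adjusted p of 0.05 with fry and with an estimated correlation, which leave these means unchanged. With 1 uterus left out, the macrophage markers ran from −0.94 to −0.33 and passed only without control 1 or *Gp130* ecKO 2. The STAT3 target genes and the proliferation markers passed camera with every uterus left out in turn. Except where a construction is named (fewer genes, fewer uteri, another gene list), the cause of these changes was not tested.

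Among single genes, *Lifr* reversed, from a log2 fold change of −0.45 to 0.11 without control 1, and ran from −1.28 to 0.11 with 1 uterus left out. Of 37 named genes tested, the exact and likelihood ratio tests each moved 14 past the threshold and DESeq2 17, while the legacy form moved 7 back from it, library size alone 2, the replicate block 9 (with 1 past it) and the read-length term 8. Of 41 genes without a filter, the quasi-likelihood test moved 8 past it, the exact test 14 and the likelihood ratio test 15. Of 234 values with 1 uterus left out, 170 stayed on their side, 51 moved back and 12 moved past it. *Ereg* in *Gp130* ecKO, and *Dsc3* and *Dsg4* in the control, had at most 3 counts in each uterus, so their folds are lower bounds.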

Differences from the paper's values

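The paper reports 484 differentially expressed genes, 338 upregulated and 146 down regulated. The quasi-likelihood test over all 6 uteri gave 26, 21 and 5. None of the alternatives set before the data were examined came within 1.5 times of any of the paper's 3 numbers. The nearest were 897 genes without control 2 and 971 with the exact test without a filter, and the others ran from 0 to 105 or from 1158 to 1546.

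A setting chosen after seeing the values, and found by comparing many combinations of samples, tests, filters and rounding with Supplementary Table 2, gave the paper's 484, 338 and 146. Expected counts were truncated to whole numbers, 22248 genes with a mean count above 1 were kept, common and tagwise dispersions were estimated in edgeR with *Gp130* ecKO 1 as a group of its own, and the controls were compared with *Gp130* ecKO 2 and 3 by the exact test. All 484 genes of the table were called, and the largest difference from the table's log2 fold changes was 3.81e-05. The largest difference was 5.00e-06 in its log2 CPM and 1.93e-06 in its log10 p. A match this close argues that the table compares the controls with *Gp130* ecKO 2 and 3. The same exact test with all 3 *Gp130* ecKO uteri in 1 group gave 1214 genes, 662 higher and 552 lower, and a largest difference from the table of 4.83. Fig. 4b shows 3 *Gp130* ecKO uteri, and the paper's text does not describe a separate group.

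Of the 11 genes the paper's text names as changed, the quasi-likelihood test over all uteri called *Coch*. The exact test, the likelihood ratio test and DESeq2 called 9, all but *Ltf* and *Ereg*, and the exact and likelihood ratio tests without a filter also called *Ereg*. The exact test with all 3 *Gp130* ecKO uteri in 1 group, chosen after seeing the values, called 10, all but *Ltf*. The quasi-likelihood test without a filter called 7 of the 11, and without control 2 it called 8, *Ereg* among them. *Irs1* was called with the replicate number as a block. *Ltf* was called only with *Gp130* ecKO 1 as a group of its own, the setting chosen after seeing the values, which called all 11. In the paper's table *Ltf* has a log2 fold change of 2.43, and it was 1.88 over all 6 uteri.

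The paper reports that a difference in *Snai1* was not detected by RNA-seq. Its log2 fold change here was −1.56 and it was not called by the quasi-likelihood test, but the exact test, the likelihood ratio test and DESeq2 called it, as did the exact test with all 3 *Gp130* ecKO uteri together that was added after seeing the values. It was not called by the other alternatives set beforehand, among them the exact test (adjusted p = 0.0643) and the likelihood ratio test (adjusted p = 0.0544) without a filter, nor with *Gp130* ecKO 1 as a group of its own (adjusted p = 0.180), the setting chosen after seeing the values that gave the paper's 484 genes.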

Other observations

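The other splits of the uteri, the settings of the single-gene tests and the set tests of the gene lists were set beforehand. The remaining tests in this part were chosen after the results were seen, those of control 2 and of the STAT3 and neutrophil hypotheses included. The 6 uteri can be split into 3 and 3 in 10 ways. The real split gave 26 genes and was the only 1 of the 10 to reach that number. The others gave 0 genes, with between 188 and 1089 genes at an unadjusted p under 0.05 against 4151 in the real split. With 10 splits the share cannot fall under 0.1, so a chance split cannot be told apart by this count alone. With every library thinned to the depth of control 3, 75 genes were called and 25 of the 26 remained. With each library's trend over GC content removed, 25 of the 26 remained, and with the trend over transcript length removed, 21 remained. Unequal depth, GC content or gene length as the whole cause of the 26 genes is argued against by these numbers.

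Control 2 lay between the groups. On the 897 genes called without it, control 2 was on the control side of the midpoint in 41.7%, a first comparison that does not rule out a mislabelled *Gp130* ecKO uterus. In a second comparison, chosen after that value was seen, each *Gp130* ecKO uterus was held out together with control 2 and genes were called from the other 4 uteri. The held-out *Gp130* ecKO uterus lay at a median of 84.2% to 96.7% of the way from controls 1 and 3 to *Gp130* ecKO, and control 2 at 54.3% to 58.7%. Control 2 was nearer the controls than the held-out *Gp130* ecKO uterus in at least 79.01% of genes. It also had the highest CPM of *Il6st*, 678. The second comparison argues against a swapped label. Control 2 ranked 1 of 6 by total count, which argues against low depth.

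RNA from *Gp130* ecKO mixed into control 2 would move all genes by the same share. The displacement of control 2 had a median of 37.6% (95% bootstrap interval 34.9% to 40.1%) over 585 genes higher in *Gp130* ecKO and of 76.3% (72.0% to 78.8%) over 312 lower genes. This displacement was measured on another scale than the midpoint above, where 42.6% of the 585 higher genes were on the control side. Over the 122 genes nearly absent from controls 1 and 3 the median was 22.4%, with quartiles of 7.66% and 44.1%. The interval of that median was 17.8% to 32.0%. These intervals treat genes as independent, which they are not. The quartiles include the share of the higher genes and exclude that of the lower genes. The intervals of the higher and lower genes do not overlap, where a mixture alone would give both the same share. Since genes are not independent, these intervals cannot exclude a mixture as the only cause of the displacement. A mixture, a difference between the control females, or both stay open. The design gives all females the same day and hour, and no biological explanation for control 2 was tested.

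The paper links lower *Socs3* to G-CSF, a growth factor for neutrophils. *Csf3*, which encodes G-CSF, had 0.607, 2.89 and 2.33 CPM in controls 1, 2 and 3, and 31.4, 32.6 and 11.9 CPM in *Gp130* ecKO 1, 2 and 3 (log2 fold change 3.71, standard error 0.63, adjusted p = 0.0616 from edgeR). It was called by the exact test, the likelihood ratio test and DESeq2. The hypothesis that more neutrophil RNA follows was tested with a list of neutrophil markers. Of 10 markers, 5 were tested, and 4 of the 5 were lower in *Gp130* ecKO, with a mean log2 fold change of −1.98 (camera, adjusted p = 0.0192, and adjusted p = 0.128 with fry). The 5 markers were weakly expressed. Their mean log2 CPM was 0.52, 0.62 and −0.28 in controls 1, 2 and 3. It was −2.10, −1.31 and −0.71 in *Gp130* ecKO 1, 2 and 3. These markers did not rise with *Csf3* at this hour, but at such low counts the size of their change is imprecise.

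By staining, the paper counted more F4/80-positive cells in *Gp130* ecKO. In the RNA, *Adgre1*, which encodes F4/80, had 8.41, 10.8 and 13.9 CPM in controls 1, 2 and 3, and 3.98, 13.0 and 5.51 CPM in *Gp130* ecKO 1, 2 and 3 (log2 fold change −0.55, adjusted p = 0.478 from edgeR). Its change ran from −1.21 without *Gp130* ecKO 2 to −0.25 without *Gp130* ecKO 1. The 13 tested macrophage markers had a mean of −0.54, with 11 lower (camera, adjusted p = 0.0227, and adjusted p = 0.259 with fry). *Mki67*, stained in the paper, had 56.1, 28.1 and 58.7 CPM in the controls and 3.21, 25.6 and 14.5 CPM in *Gp130* ecKO 1, 2 and 3 (log2 fold change −1.72, adjusted p = 0.167 from edgeR). All 17 proliferation markers were lower, with a mean of −1.02 (camera, adjusted p = 1.26e-05, and adjusted p = 0.184 with fry). *Krt8* was higher in each *Gp130* ecKO uterus than in each control (log2 fold change 1.32, adjusted p = 0.0821 from edgeR), as was *Cdh1* (0.66, adjusted p = 0.136). DESeq2 gave an adjusted p of 0.000711 for *Krt8* and 0.0155 for *Cdh1*, and *Krt8* also passed with the exact test and the likelihood ratio test, with and without a filter, and without control 2 (adjusted p = 0.0339). *Pgr* (0.74, adjusted p = 0.308) and *Muc1* (0.32, adjusted p = 0.527) overlapped between the groups. Leaving out 1 uterus moved *Pgr* between 0.41 (without control 1) and 1.26 (without control 2). It moved *Muc1* between 0.07 (without control 3) and 0.57 (without control 2). These are values of whole uteri and do not locate a change in a cell type. Nor do they separate a change per cell from a change in the share of a cell type. The 13 epithelial markers had a mean log2 fold change of 0.82, with 12 higher. A larger epithelial share of the RNA therefore stays open for *Krt8* and *Cdh1*.

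Lists of cell type markers moved apart between the groups. The 13 epithelial markers had a mean log2 fold change of 0.82 with 12 higher (camera, adjusted p = 0.000174, and 0.145 with fry). The 8 stromal markers had −0.82 (adjusted p = 0.000397, and 0.0712 with fry) and the 10 endothelial markers −1.18 (adjusted p = 1.93e-05, and 0.195 with fry), with every member lower. T and NK cell markers (−0.54), B and plasma cell markers (−0.43), smooth muscle markers (−0.31), gland markers (1.23), erythrocyte markers (−1.04), ciliated cell markers (0.21), ovary markers (0.07), trophoblast markers (−0.57) and attachment reaction genes (−0.05) did not pass an adjusted p of 0.05. Of the members of these lists, 1 epithelial marker, 1 gland marker and 1 attachment reaction gene are in Supplementary Table 2, which was drawn from these uteri. A smaller share of stromal, endothelial and immune cells is a candidate explanation for part of the fall of the STAT3 target genes. Their mean of −1.62 differed by −1.09 from that of the T and NK cell markers and by −1.19 from that of the B and plasma cell markers, and their upper quartile of −0.89 lay below the 95% bootstrap intervals of these lists' medians (from −0.82 and −0.74). This argues against a smaller share of either cell type alone. The difference was −1.08 from the macrophage markers and −0.80 from the stromal markers, and the upper quartile lay within the intervals of their medians (−0.91 to −0.38 and −0.96 to −0.61). It was −0.45 from the endothelial markers, with an interval of −1.34 to −1.01. A smaller share of macrophages, stromal or endothelial cells and a change in STAT3 signaling therefore cannot be told apart, since the STAT3 target genes spread too widely.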
